# Establishment of regions of genomic activity during the *Drosophila* maternal to zygotic transition

**DOI:** 10.7554/eLife.03737

**Published:** 2014-10-14

**Authors:** Xiao-Yong Li, Melissa M Harrison, Jacqueline E Villalta, Tommy Kaplan, Michael B Eisen

**Keywords:** chromatin, histone modification, enhancers, maternal-to-zygotic transition, D. *melanogaster*

## Abstract

We describe the genome-wide distributions and temporal dynamics of nucleosomes and post-translational histone modifications throughout the maternal-to-zygotic transition in embryos of Drosophila melanogaster. At mitotic cycle 8, when few zygotic genes are being transcribed, embryonic chromatin is in a relatively simple state: there are few nucleosome free regions, undetectable levels of the histone methylation marks characteristic of mature chromatin, and low levels of histone acetylation at a relatively small number of loci. Histone acetylation increases by cycle 12, but it is not until cycle 14 that nucleosome free regions and domains of histone methylation become widespread. Early histone acetylation is strongly associated with regions that we have previously shown to be bound in early embryos by the maternally deposited transcription factor Zelda, suggesting that Zelda triggers a cascade of events, including the accumulation of specific histone modifications, that plays a role in the subsequent activation of these sequences.

**DOI:** http://dx.doi.org/10.7554/eLife.03737.001

## eLife digest

For a fertilized egg to develop into an embryo, many genes must be switched on and off at specific times. A fertilized egg (or zygote) contains genetic material from both parents; and the life of the fruit fly *Drosophila melanogaster* begins with the nuclei that contain this genetic material repeatedly dividing for the first 2 hr. These nuclear divisions are initially controlled by molecules that the mother deposits into the egg cell. However, as these molecules degrade, the zygote's genome is activated and its own genes take control of embryonic development, in a process referred to as the ‘maternal-to-zygotic transition’.

In the fruit fly zygote, this burst of regulated gene activation is likely to be accompanied by changes to the way that the DNA is packed inside the nuclei. Most DNA in a cell is packaged into a structure called chromatin, which can be marked at specific sites by chemical modifications. For example, chromatin can be acetylated or methylated, which alters its physical structure, helping the underlying genes to be either activated or repressed.

In the fruit fly, the first genes to be switched on (as well as many early developmental genes) have a DNA motif that is recognized, and is bound by, a protein called Zelda. The Zelda protein plays a major role in activating the genome of the early fruit fly embryo, by marking thousands of genes and regulatory regions for activation. This is somewhat similar to the activity of so-called ‘pioneer’ factors that alter chromatin structure to allow particular genes to be switched on or off, and to trigger the formation and development of specific tissues.

Here, Li et al. have investigated whether the Zelda protein—like known pioneer factors—also affects chromatin during the maternal-to-zygotic transition. Different chromatin modifications across the whole fruit fly genome were characterized at specific time-points during the maternal-to-zygotic transition, and the information gathered was then analyzed along with previous data on gene activity.

In the early stages of the maternal-to-zygotic transition, Li et al. found very few of the chromatin features that characterize more mature cells. This indicates that the chromatin is in a so-called ‘naïve’ state. As the transition progresses, Li et al. observed that the chromatin becomes acetylated before it is methylated, and that marks associated with activation appear before those associated with repression. Chromatin acetylation was strongly associated with the early binding of the Zelda protein to its target genes.

Li et al.'s findings show when, and in what order, the different features of mature chromatin appear in *Drosophila* zygotes. A future challenge will be to identify whether Zelda directly recruits the proteins that cause chromatin acetylation, or whether it blocks the changes to chromatin that repress gene expression.

**DOI:** http://dx.doi.org/10.7554/eLife.03737.002

## Introduction

In most animals, the first phase of embryonic development depends solely on maternally deposited proteins and RNAs and is often accompanied by very low or undetectable transcription (Newport and Kirschner, 1982a, 1982b; Tadros and Lipshitz, 2009). After several hours to several days, depending on the species, zygotic transcription initiates, marking the beginning of a process known as the maternal-to-zygotic transition (MZT) during which maternally deposited RNAs are degraded and the zygotic genome assumes control of its own mRNA production.

In *Drosophila melanogaster*, sustained zygotic transcription begins around mitotic cycle 7, about an hour into development, although there is growing evidence that very low levels of transcription occur even earlier (Ali-Murthy et al., 2013; ten Bosch et al., 2006). Zygotic transcription gradually increases with each subsequent mitotic cycle, but it is not until the end of mitotic cycle 13 that widespread zygotic transcription is observed (Pritchard and Schubiger, 1996; Lécuyer et al., 2007; Lott et al., 2011; McKnight and Miller, 1976). This zygotic genome activation, along with the elongation of mitotic cycle, and cellularization of the syncytial nuclei defines the mid-blastula transition (MBT). Approximately 3000 genes are transcribed in the cellular blastoderm (De Renzis et al., 2007; Lécuyer et al., 2007; Lott et al., 2011). Of these, roughly 1000 are expressed in spatially restricted patterns (Tomancak et al., 2007; Combs and Eisen, 2013), a result of the differential binding by around 50 spatially patterned transcription factors to several thousands known and putative patterning transcriptional enhancers (Li et al., 2008; MacArthur et al., 2009).

In the cellular blastoderm, active genomic regions are biochemically distinct from the rest of the genome: they have relatively low nucleosome densities; are bound by transcription factors, polymerases and other proteins that mediate their activity; and have characteristic histone modifications (Li et al., 2011; Nègre et al., 2011). This high level of activity and relatively complex landscape of genome organization is remarkable given that an hour earlier the genome was being continuously replicated and doing little else. Although the *Drosophila* cellular blastoderm is among the most well-characterized animal tissues, the transition from quiescent to active state that precedes the formation of this tissue remains poorly understood, despite increasing evidence of its importance (Liang et al., 2008; Blythe et al., 2010; Harrison et al., 2011; Nien et al., 2011; Liang et al., 2012; Lee et al., 2013; Leichsenring et al., 2013).

We have previously shown that a single seven base-pair DNA motif is found in the vast majority of patterning enhancers active in the cellular blastoderm (Li et al., 2008), and that the maternally deposited transcription factor Zelda (ZLD) (Liang et al., 2008), which binds to this sequence, is present at these enhancers by mitotic cycle 8, in the early phase of the MZT (Harrison et al., 2011). ZLD binding sites were also found in the promoters of most genes activated in this early phase (ten Bosch et al., 2006), suggesting that ZLD may play a broad role in early embryonic genome activation and suggesting that ZLD might play a role analogous to the pioneer transcription factors that choreograph the reorganization of genome activity during differentiation, as reviewed in Zaret and Carroll, (2011).

Although ZLD mutants alter the expression of a large number of cellular blastoderm genes (Liang et al., 2008), and affect transcription factor binding in the cellular blastoderm (Yanez-Cuna et al., 2012; Foo et al., 2014; Xu et al., 2014), little is known about its molecular function or when its activity is required. We hypothesized that ZLD might affect transcription factor binding and enhancer activity indirectly through interactions with chromatin. To further explore this possibility, and to better situate ZLD action in the broader context of early embryogenesis, we decided to characterize the chromatin landscape of *D. melanogaster* embryos throughout the MZT.

## Results

### Quantitative mapping of nucleosome occupancy and histone modifications across the MZT

To define the chromatin landscape before, during and after the maternal-to-zygotic transition, we collected *D. melanogaster* (Oregon-R) embryos from population cages at 25°C for 30 min, and aged them for 55, 85, 120 and 160 min to target mitotic cycles 8, 12, 14a and 14c respectively, prior to fixing them with formaldehyde (Figure 1A).

**Figure 1.**
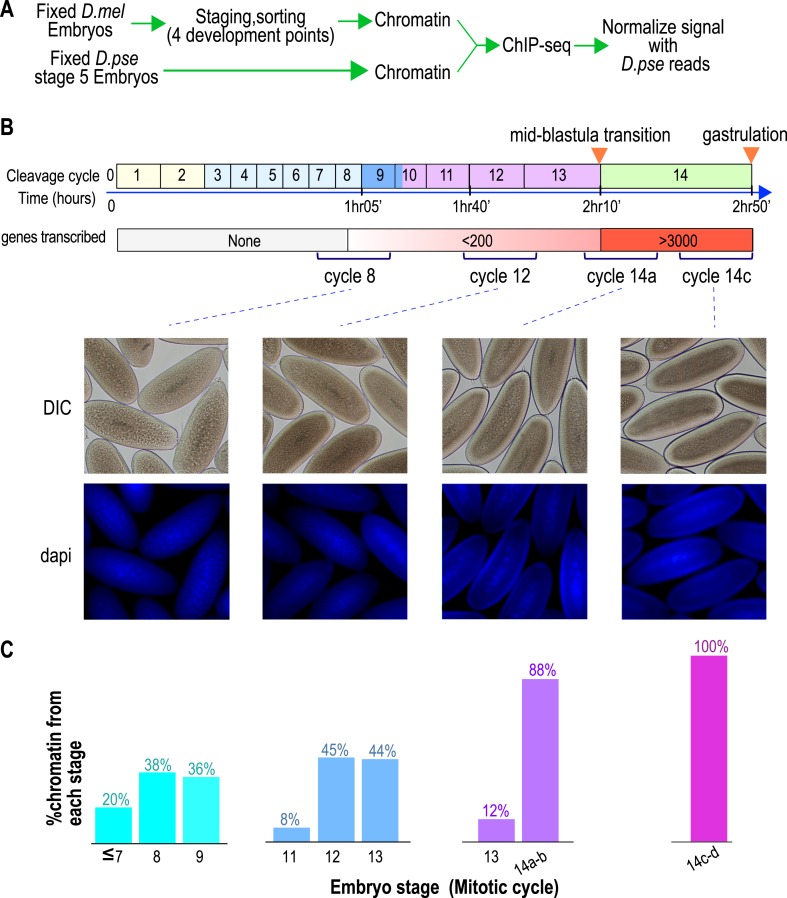
Hand sorting based on morphology results in tightly staged embryos. (**A**) Experimental scheme. *D. melanogaster* embryos were collected and allowed to develop before being fixed with formaldehyde. Fixed embryos were hand sorted to obtain pools of embryos within a relatively narrow age distributions between mitotic cycle 8 and the end of cycle 14. To serve as carrier and normalization standard, chromatin from fixed stage 5 (cycle 14) *D. pseudoobscura* embryos was prepared and added to the chromatin from the sorted embryos prior to chromatin immunoprecipitation. In ChIP-seq data analysis, the sequencing reads for *D. pseudoobscura* were used to normalize the *D. melanogaster* ChIP-seq signals. (**B**) Embryo collection and sorting. The timeline of the early embryogenesis is depicted on top with the relative lengths of each mitotic cycle approximated by the size of the box. The developmental stages (from 1–5) are indicated by different colors. The earliest sustained transcription is detected is at cycle 7, and the mid-blastula transition (MBT) occurs when a large number of genes are transcriptionally activated at approximately the end of cycle 13. We generated four pools of sorted embryos with developmental stages centered around cycles 8, 12, 14a, or 14c as shown by differential interference contrast (DIC) and DAPI. (**C**) We determined the distribution of the developmental cycle of the embryos in each pool as shown by counting the number of nuclei in DAPI-stained embryos or by examining the extent of membrane envagination during cycle 14. **DOI:** http://dx.doi.org/10.7554/eLife.03737.003

**Figure 1—Figure supplement 1.**
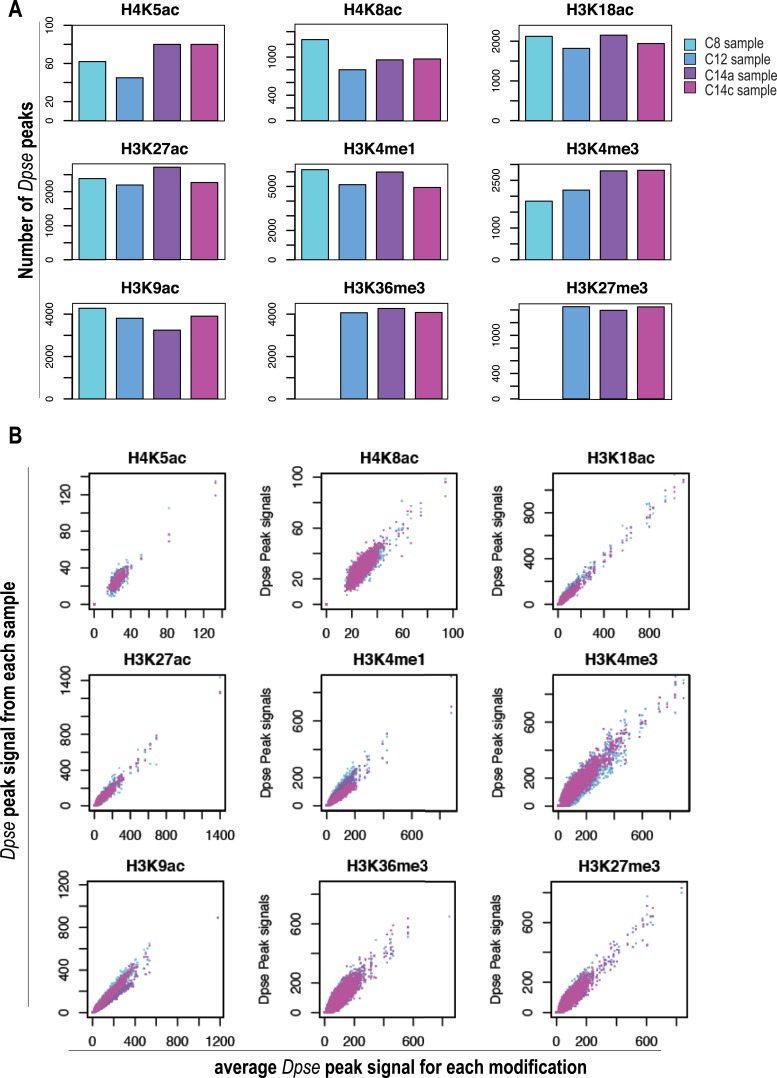
Normalization using *D. pseudoobscura*. Analysis of the *D. pseudoobscura* chromatin used to normalize ChIP signals between different stages. Here we show the variance among the four replicates of *D. pseudoobscura* used to normalize the four *D. melanogaster* datasets (for cycles 8, 12, 14a and 14c). (**A**) Number of *D. pseudoobscura* peaks, as in Figure 2B (for *D. melanogaster* reads). (**B**) Comparison of each D. pse replicate (Y-axis) to their average (X-axis). *Dpse*. = *D. pseudoobscura*. **DOI:** http://dx.doi.org/10.7554/eLife.03737.004

As *D. melanogaster* females often retain eggs post-fertilization, leading to unacceptable levels of contaminating older embryos in embryo pools (Harrison et al., 2011), we manually removed embryos of incorrect stages by inspection under a light microscope, as previously described (Harrison et al., 2011). The purity of the resulting embryo pools was confirmed by examining the density of nuclei in 4',6-diamidino-2-phenylindole (DAPI) stained samples from each pool (Figure 1B,C).

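The peak data analysed here came from chromatin of hand-sorted wild-type *D. melanogaster* embryos at 4 stages, named for mitotic cycles 8, 12, 14a and 14c. Embryos were collected for 30 min and aged for 55, 85, 120 or 160 min, and the first pool held embryos of cycles 7 to 9 and the next embryos of cycles 11 to 13. In ChIP-seq, an antibody recovers chromatin fragments that carry a given histone mark, and sequencing shows from where in the genome they came. The authors deposited 34 tables of enriched regions (peaks), for 9 histone marks. Of these, 7 marks were analysed at all 4 stages, and H3K36me3 and H3K27me3 at the 3 stages from cycle 12 on. There was 1 library per mark and stage, so no difference between stages has a replicate check, and peaks are not replicates of a stage.

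The authors mapped trimmed single reads jointly to Release 5 of the *D. melanogaster* genome and to the *D. pseudoobscura* genome, kept reads with a single match, and called peaks with MACS 1.4.2 on the *D. melanogaster* tags of each library by itself, with the Input library of the same stage as control. The settings recorded with the peaks were a p cutoff of 1e-05, a fragment length of 260 bp, at most 1 tag per position, an effective genome size of 1.2e+08 bp and a local background taken over 1000 and 10000 bp. For each peak the authors deposited its position, the count of tags in it, its MACS score, which is 10 times the −log10 of its Poisson p, the fold enrichment at its summit over the local background and a false discovery rate in percent. None of these values carries the *D. pseudoobscura* normalization, so they show where a library was enriched relative to its own background and not the absolute level of a mark.

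Before duplicate tags were removed, the libraries held between 350114 and 6192108 tags at cycle 8 (median 1376539), between 2798542 and 7682274 at cycle 12 (median 4127464), between 3957199 and 7164492 at cycle 14a (median 5065830) and between 3522195 and 14820230 at cycle 14c (median 8729301). MACS used the tags left after duplicates were removed, which numbered between 206139 and 5273471 at cycle 8 (median 410551), between 409513 and 6219152 at cycle 12 (median 1006737), between 844243 and 6489093 at cycle 14a (median 1560205) and between 1583040 and 8270617 at cycle 14c (median 3315384). Duplicates made up 5.25% of the tags in the H4K8ac library of cycle 14c and 89.5% in the H3K36me3 library of cycle 12. The 4 Input libraries held 3755960, 4874474, 5364326 and 6176181 tags after duplicates were removed, in order of stage. In the 6 libraries with more tags than their Input, MACS scaled the ChIP tags down to the Input. Since the depth rose with stage for most marks, and MACS finds more peaks in a deeper library, the number of peaks was also computed at equal depth. For that, the local background of each peak was recovered from its tags and its p, tags and background were scaled to the shallowest library of the same mark, and peaks that kept a Poisson p of at most 1e-05 were counted. Shares of peaks are given with exact (Clopper-Pearson) 95% binomial intervals, which cover counting error only.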

We carried out chromatin immunoprecipitation and DNA sequencing (ChIP-seq) using commercial antibodies against nine post-translation modifications (acetylation at H3K9, H3K18, H3K27, H4K5 and H4K8, mono-methylation at H3K4, and tri-methylation at H3K4, H3K27 and K3K36), as well as histone H3 (Table 1).

**Table 1.** Antibodies used in this study **DOI:** http://dx.doi.org/10.7554/eLife.03737.005

*Mark*	*AB source*	*AB catalog #*
H3	Abcam	ab1791
H4K5ac	Millipore	07-327
H4K8ac	Abcam	ab15823
H3K18ac	Abcam	ab1191
H3K27ac	Abcam	ab4729
H3K4me1	Abcam	ab8895
H3K4me3	Abcam	ab8580
H3K9ac	ActiveMotif	39,138
H3K27me3	Millipore	07-449
H3K36me3	Abcam	ab9050

As we sought to compare not just the genomic distribution of marks but also their relative levels across the MZT, we developed a strategy to normalize across time-points for the same antibody. Briefly, we prepared chromatin from stage 5 *Drosophila pseudoobscura* embryos (mitotic cycle 14), and ‘spiked in’ a fixed amount of this common reference to each *D. melanogaster* chromatin sample prior to ChIP and sequencing. We chose *D. pseudoobscura* since it is sufficiently diverged from *D. melanogaster* that there is very little ambiguity in the assignment of reads to the correct species (Paris et al., 2013).

The *D. pseudoobscura* chromatin served as an internal standard. Since the *D. pseudoobscura* chromatin in each sample was identical, we expected it to be identically immunoprecipitated (within experimental error). Indeed, we found that both the number of peaks (Figure 1—Figure supplement 1A) and the peak-by-peak signal (Figure 1—Figure supplement 1B) for the *D. pseudoobscura* fraction across time-points were fairly stable. We therefore used the relative recovery of *D. melanogaster* compared to *D. pseudoobscura* in each time-point as a measure of the relative abundance of the corresponding mark in that time-point.

### Dramatic shift in chromatin during the maternal-to-zygotic transition

We used three measures of genome-wide recovery of each histone mark to examine their dynamics: the total normalized number of *D. melanogaster* reads (Figure 2A), the number of regions scored by MACS as enriched (Figure 2B) and the average ChIP signal among all enriched regions (Figure 2C). These all gave qualitatively similar results except for H4K5ac, which had anomalously few peaks at early stages despite being found at uniformly high levels across the genome.

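MACS called 1 H4K5ac peak at cycle 8, 5 at cycle 12, 210 at cycle 14a and 946 at cycle 14c. The 2 early libraries were not shallow, with 5273471 tags after removal of duplicates at cycle 8 and 6219152 at cycle 12, against 3704399 at cycle 14a and 5713106 at cycle 14c. With tags and background scaled to the shallowest of the 4 libraries, 1, 3, 210 and 587 peaks remained. The cycle 8 peak lies on chromosome 2R from 11754139 to 11755864 (Release 5). It held 126 tags, with a fold enrichment of 3.69 and a MACS score of 53.2. The 5 cycle 12 peaks lie on 2L from 4684537 to 4687436, on 2R from 2701863 to 2704718 and from 15558660 to 15560510, and on 3L from 8379564 to 8382640 and from 20400699 to 20402846. Their fold enrichments were between 2.75 and 3, and all 6 early peaks had a false discovery rate of 100%. No annotation of Release 5 was used here, so their genes are not named. Peaks held 0.00239% of the H4K5ac tags at cycle 8, 0.0189% at cycle 12, 0.943% at cycle 14a and 3.52% at cycle 14c, over 0.00173, 0.0128, 0.498 and 2.17 Mb. In contrast, the H4K8ac library of cycle 8, with 1412127 tags, had 803 peaks that held 7.69% of its tags. The median fold enrichment of H4K5ac peaks was 3.07 at both cycle 14a and cycle 14c, and the highest of any H4K5ac peak was 5.88. Of the H4K5ac peaks, 70.0% (147 of 210, interval 63.3% to 76.1%) overlapped an H4K8ac peak at cycle 14a and 77.8% (736 of 946, interval 75.0% to 80.4%) at cycle 14c. The paper reports H4K5ac at uniformly high levels across the genome (Figure 2A), a level that these peaks do not measure.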

**Figure 2.**
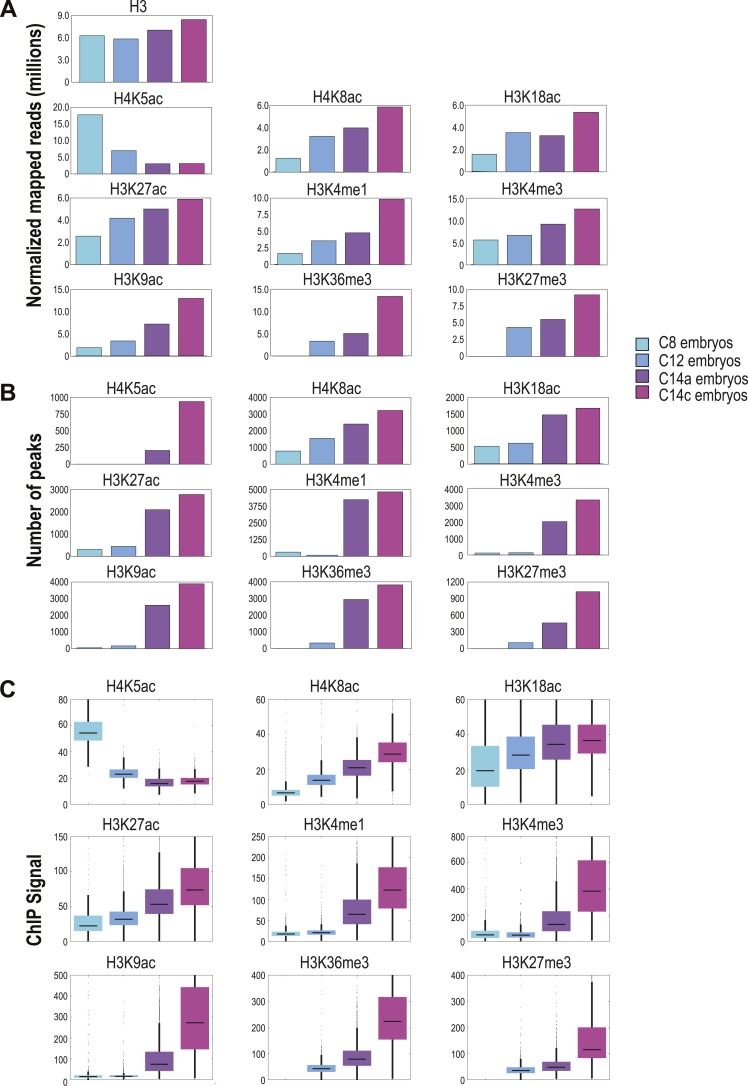
Global levels of histone marks change over early development. (**A**) The number of aligned reads (after normalization to *D. pseudoobscura*) for the four developmental time points are indicated for each histone mark and histone H3. (**B**) The number of peaks detected using the peak calling program, MACS (Zhang Y et al., 2008), for each histone mark at each stage are shown. (**C**) Box plots show the trend of average ChIP-seq signals over ±500 bp around the peaks detected across all stages for each histone mark. The dark line in the middle of the plot represents the median, the edges of the box represent the first and third quartiles. **DOI:** http://dx.doi.org/10.7554/eLife.03737.006

As expected, global levels of histone H3 were relatively stable, although we observed a gradual increase of approximately 1.4-fold over time, possibly reflecting an overall increase in nucleosome density and chromatin compaction in cycle 14 relative to cycle 8. The replication associated mark H4K5ac (Sobel et al., 1994), found ubiquitously across the genome, declined rapidly from cycle 8 onwards, consistent with the elongation of cell cycles duration over time and the decreasing fraction of nuclei caught in S phase. 

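From the first stage with a peak table to cycle 14c, the number of peaks as called rose for each of these marks: 4.04 times for H4K8ac (803 to 3245), 3.15 times for H3K18ac (533 to 1678) and 8.70 times for H3K27ac (322 to 2800) from cycle 8. From the same stage it rose 53.7 times for H3K9ac (73 to 3919), 14.4 times for H3K4me1 (338 to 4867) and 25.9 times for H3K4me3 (129 to 3336). From cycle 12 it rose 11.1 times for H3K36me3 (346 to 3844) and 9.14 times for H3K27me3 (113 to 1033). At equal depth, the rise from the first stage was 34 times for H3K9ac, 7.79 times for H3K4me1, 15.8 times for H3K4me3, 8.81 times for H3K36me3, 6.32 times for H3K27me3 and 2.24 times for H3K27ac, while the ratio was 0.733 for H4K8ac and 0.0938 for H3K18ac. The cycle 14c library was much deeper than that of cycle 8 for H3K18ac (3315384 against 239445 tags after removal of duplicates), H3K4me1 (7130267 against 478791) and H3K9ac (4730172 against 410551). On simulated data the scaling gave too low a ratio where depths differed much (0.718 in place of 1 at a depth ratio of 0.05), so the equal-depth ratios of these 3 marks carry this error. The share of a library's tags that lay in its peaks, which also depends on which peaks were called, was compared along with the length the peaks covered. This share rose from 0.655% (over 0.0567 Mb of peaks) to 33.6% (over 8.97 Mb) for H3K9ac, from 1.77% (0.319 Mb) to 41.3% (15.3 Mb) for H3K4me1, from 1.17% (0.0870 Mb) to 30.3% (5.28 Mb) for H3K4me3, from 1.57% (0.311 Mb) to 64.0% (13.4 Mb) for H3K36me3 and from 0.410% (0.0762 Mb) to 19.4% (3.69 Mb) for H3K27me3. It rose from 7.69% (2.32 Mb) to 14.8% (9.38 Mb) for H4K8ac and from 2.46% (0.301 Mb) to 15.3% (5.09 Mb) for H3K27ac. For H3K18ac it was 5.64% (0.609 Mb) at cycle 8 and 7.20% (3.63 Mb) at cycle 14c, but 3.43% (1.01 Mb) at cycle 12. At cycle 12 the share was 10.4% for H4K8ac and 2.61% for H3K27ac.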

The remaining marks all showed dramatic increases over the MZT. 

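H4K8ac had 803 peaks at cycle 8, 1563 at cycle 12, 2428 at cycle 14a and 3245 at cycle 14c. H3K18ac had 533, 626, 1477 and 1678 peaks at the same stages, and H3K27ac had 322, 461, 2116 and 2800. For the 3 marks together, the number of peaks was 1.6 times higher at cycle 12 than at cycle 8 (2650 against 1658) and 2.27 times higher at cycle 14a than at cycle 12 (6021 against 2650). The depth rose as well. The tags left after removal of duplicates numbered 1412127, 5591545, 6489093 and 8270617 for H4K8ac, 239445, 1006737, 1233296 and 3315384 for H3K18ac, and 258609, 911954, 1560205 and 1806858 for H3K27ac. Scaled to the shallowest library of the mark, which was cycle 8 in each case, 803, 625, 603 and 589 H4K8ac peaks remained, 533, 136, 227 and 50 H3K18ac peaks, and 322, 119, 507 and 722 H3K27ac peaks. At equal depth the 3 marks together had 0.531 times as many peaks at cycle 12 as at cycle 8 and 1.52 times as many at cycle 14a as at cycle 12, and only H3K27ac had more peaks at cycle 14c than at cycle 8. With the 2 stages compared scaled to the shallower of them, a choice made after the values were seen, the ratio of cycle 14a to cycle 12 was 1.91. The median fold enrichment fell from cycle 8 to cycle 12, from 5.65 to 3.50 for H4K8ac, from 13.5 to 6.28 for H3K18ac and from 12.5 to 6.4 for H3K27ac, and a peak needs a higher fold enrichment to pass the same p where the background holds few tags. At cycle 14a it was 3.72, 5.61 and 5.99, and at cycle 14c 4.02, 3.98 and 6.98.

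**Figure D1:**
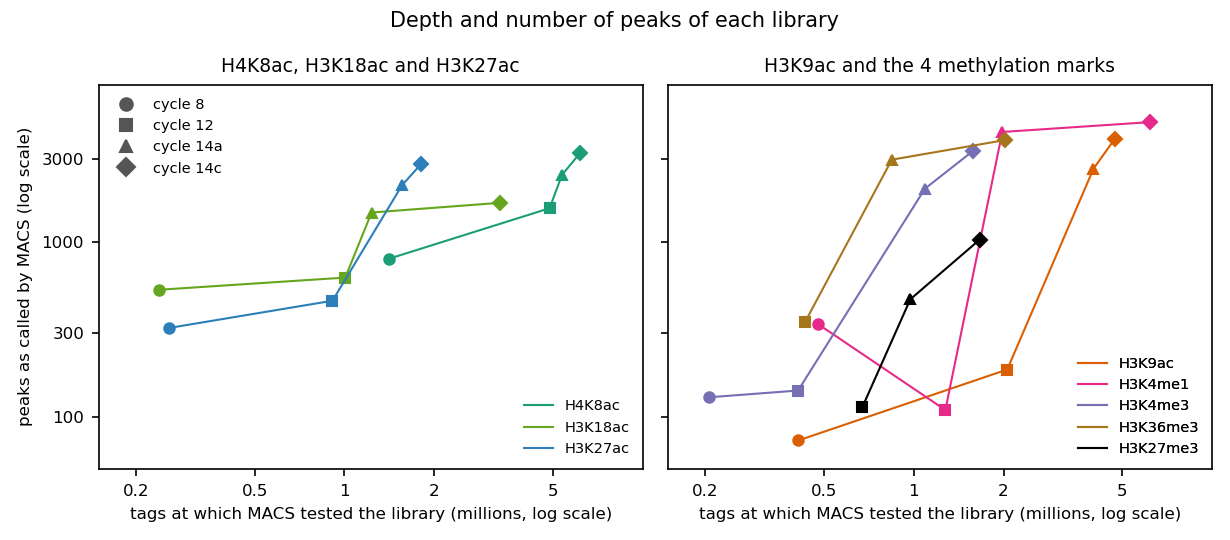
Number of peaks as called by MACS (y axis, log scale) against the tags at which MACS tested the library (x axis, log scale), with 1 point per library, shapes for the stage and lines joining the stages of a mark. The early acetylation marks rise with depth from 239445 tags and 533 peaks for H3K18ac at cycle 8 to 6176181 tags and 3245 peaks for H4K8ac at cycle 14c, while H3K4me1 falls from 338 peaks at cycle 8 to 109 at cycle 12 and then rises to 4276 at cycle 14a.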

H4K8ac, H3K18ac, and H3K27ac were enriched at hundreds of loci at cycle 8 and steadily increased through cycle 14. The remaining marks, H3K9ac, H3K4me1, H3K4me3, H3K36me3 and H3K27me3, were effectively absent at cycles 8 and 12, but showed sharp increases at cycle 14a. This distinction between these two groups of marks is evident when examining levels of histone modification at individual loci (Figure 3).

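H3K9ac had 73 peaks at cycle 8, 186 at cycle 12, 2632 at cycle 14a and 3919 at cycle 14c. H3K4me1 had 338, 109, 4276 and 4867 peaks at these stages, and H3K4me3 had 129, 141, 2023 and 3336. H3K36me3 had 346 peaks at cycle 12, 2966 at cycle 14a and 3844 at cycle 14c, and H3K27me3 had 113, 470 and 1033. For these 5 marks together, the number of peaks was 13.8 times higher at cycle 14a than at cycle 12 (12367 against 895), whereas it was 2.27 times higher for the 3 early acetylation marks. The alternative that moved this value most was a MACS score of at least 100, which left 9382 peaks at cycle 14a and 227 at cycle 12, a ratio of 41.3. At equal depth the ratio was 13.4 (7375 against 551). By mark it was then 79.8 for H3K9ac, 213 for H3K4me1, 12.4 for H3K4me3, 6.71 for H3K36me3 and 3.24 for H3K27me3. The H3K9ac and H3K4me1 values rest on only 14 and 13 cycle 12 peaks, left after both stages were scaled to the shallower cycle 8 library. As called, these 2 ratios were 14.2 and 39.2. The tags in peaks made up 0.360% of the H3K4me1 library at cycle 12 (over 0.124 Mb, 37.2 tags per kb) and 39.0% at cycle 14a (over 10.4 Mb, 74.2 tags per kb). For H3K36me3 they made up 1.57% and 37.1%, for H3K9ac 0.646% and 17.8%, for H3K4me3 0.654% and 13.8%, and for H3K27me3 0.410% and 3.76%. At cycle 12, the lowest false discovery rate of any H3K9ac peak was 17.7% and of any H3K4me1 peak 22.9%, whereas all 141 H3K4me3, 346 H3K36me3 and 113 H3K27me3 peaks of that stage had a rate of at most 5%. At cycle 8 the number of peaks did not separate the groups for every mark, since MACS called 338 H3K4me1 peaks, with 1.77% of that library's tags, and 322 H3K27ac peaks, with 2.46%. The H3K4me1 library was the deeper one, with 478791 against 258609 tags after removal of duplicates, and marks were not scaled to each other. The numbers of H3K4me1 and H3K27ac peaks at that stage were 336 and 320 with a fold enrichment of at least 5, 322 and 310 with a false discovery rate of at most 5%, 306 and 222 on the major arms, and 36 and 121 with a MACS score of at least 100. The paper groups the marks by when their enrichment rises, placing H4K8ac, H3K18ac and H3K27ac before cycle 14 and the other 5 marks at cycle 14a.

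**Figure D2:**
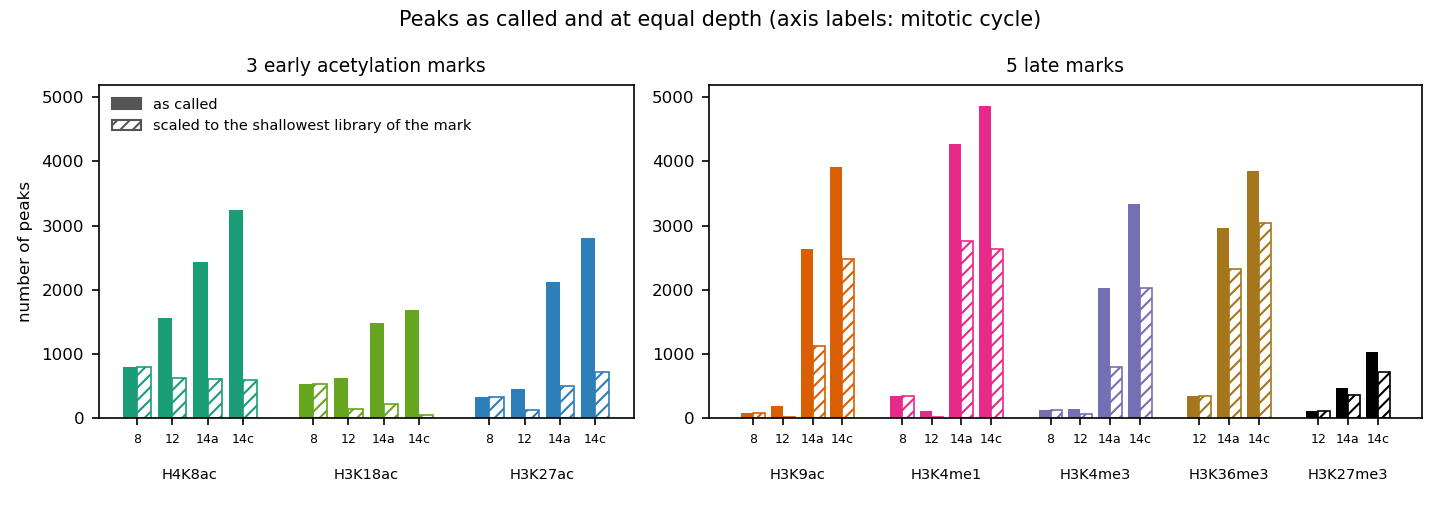
Number of peaks (y axis) of each mark at each mitotic cycle (x axis), as called by MACS (filled bars) and after scaling to the shallowest library of the mark (hatched bars), for the 3 early acetylation marks and the 5 late marks. The hatched bars of the late marks rise from 551 peaks at cycle 12 to 7375 at cycle 14a, and those of H4K8ac stay between 589 and 803.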

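The enriched regions of the 2 groups were compared place by place, without gene names, since no annotation of Release 5 was used here. Of the cycle 8 H4K8ac peaks, 67.6% (543 of 803, interval 64.3% to 70.9%) overlapped an H4K8ac peak at cycle 12, 42.1% at cycle 14a and 36.5% at cycle 14c. For H3K18ac these shares were 54.8% (292 of 533, interval 50.4% to 59.1%), 44.7% and 35.3%, and for H3K27ac 42.2% (136 of 322, interval 36.8% to 47.8%), 32.6% and 25.2%. At least 1 bp of overlap was required. With the summits within 500 bp, the share of the 3 marks together fell from 58.6% to 29.9% at cycle 12 and from 33.9% to 13.1% at cycle 14c. Among peaks on the major arms (2L, 2R, 3L, 3R, 4 and X), 71.3% of the cycle 8 H4K8ac peaks overlapped one at cycle 12, against 4.95% to 12.2% in 1000 random placements of the same peaks on their arms. Of the cycle 8 peaks, 25.5% of H4K8ac, 22.3% of H3K18ac and 18.9% of H3K27ac overlapped a peak of the same mark at every later stage.

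Among the cycle 8 H4K8ac peaks on a major arm that overlapped an H4K8ac peak at every later stage, the one with the highest fold enrichment lies on 2L from 8828442 to 8841459 (Release 5), with 817 tags and a fold enrichment of 15.7. At this place no late mark had a peak at cycles 8 or 12. H3K4me1 had 2 peaks there at cycle 14a, with fold enrichments of 5.98 and 6.41, and 2 at cycle 14c, with 6.79 and 8. At cycle 14c H3K9ac had 1 peak there, with a fold enrichment of 11.2, and H3K27me3 had 3, with 8.87, 10.5 and 9.73. The H3K18ac peak chosen in the same way lies on 2R from 11018534 to 11021631, with 92 tags and a fold enrichment of 50.9 at cycle 8, and 9.14, 7.46 and 5.65 at cycles 12, 14a and 14c. H3K4me1 had a peak of 31 tags there at cycle 8 (fold enrichment 9.64), none at cycle 12, and peaks of 1009 tags at cycle 14a and 2328 at cycle 14c. H3K9ac peaks there held 86 tags at cycle 12, 115 at cycle 14a and 844 at cycle 14c. The H3K27ac peak lies on 3R from 5223757 to 5224852, with 25 tags and a fold enrichment of 26.4 at cycle 8, and 4.30, 8.12 and 7.07 at the later stages. H3K4me1 peaks there held 24 tags at cycle 8, 46 at cycle 12, 615 at cycle 14a and 2788 at cycle 14c, and H3K9ac peaks were called at cycle 14a (385 tags) and cycle 14c (254 tags). The later values at these places belong to overlapping peaks, each measured at its own summit. Some summits lay outside the place, such as H3K27ac at cycles 14a (5225503) and 14c (5225601). The same held for H3K18ac at cycle 14c (11016855) and the H3K9ac peak on 2L (8826378). These fold enrichments therefore do not follow a single position through time, and the cycle 8 peaks were chosen for the highest value.

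Among the late marks, the H3K4me3 peak with the highest fold enrichment at cycle 14c lies on 3L from 8307130 to 8309103. It was enriched 57.6-fold, 55.3-fold at cycle 14a, and no H3K4me3 peak was called there at cycles 8 and 12. The top H3K9ac peak covers the same place, on 3L from 8306869 to 8309131, and was enriched 35.9-fold at cycle 14c, 33.1-fold at cycle 14a and 10.6-fold at cycle 12, where its false discovery rate was 66.7%. The top peaks of H3K4me1 (2R from 2099431 to 2105214, 18.8-fold), H3K36me3 (3R from 1825150 to 1831847, 23.0-fold) and H3K27me3 (3L from 15033364 to 15041484, 46.5-fold) were called at cycle 14a, with 14.4-fold, 21.3-fold and 13.7-fold enrichment, and not at an earlier stage. The longest H3K27me3 peak at cycle 14c lies on 3L from 8991654 to 9039985, a length of 48332 bp, and the longest H3K36me3 peak on 3R from 20061110 to 20084262, a length of 23153 bp.

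**Figure D3:**
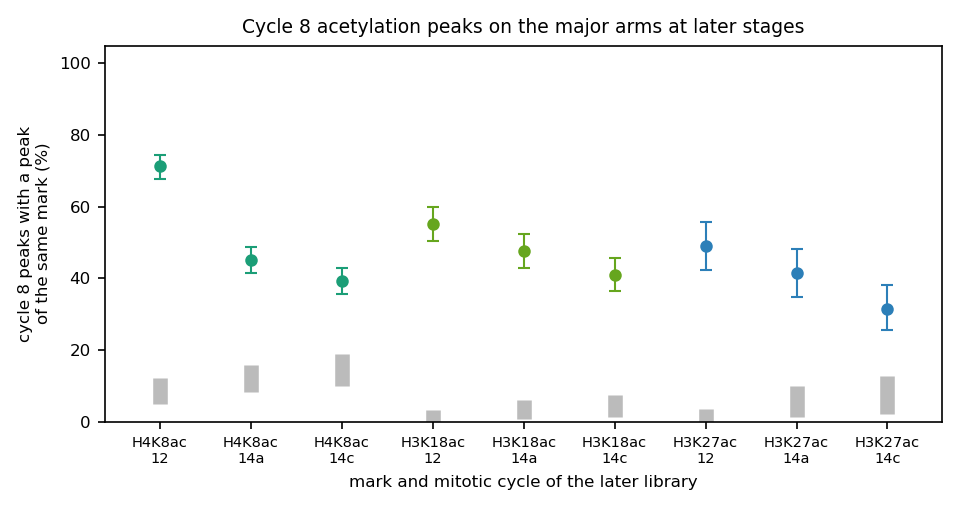
Share of the cycle 8 peaks on the major arms that overlap a peak of the same mark at a later cycle (y axis, %), for each early acetylation mark and stage (x axis), with exact 95% intervals as error bars and the range of 1000 random placements as grey bars. H4K8ac falls from 71.3% at cycle 12 to 39.2% at cycle 14c, and every share lies above the grey bar.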

**Figure 3.**
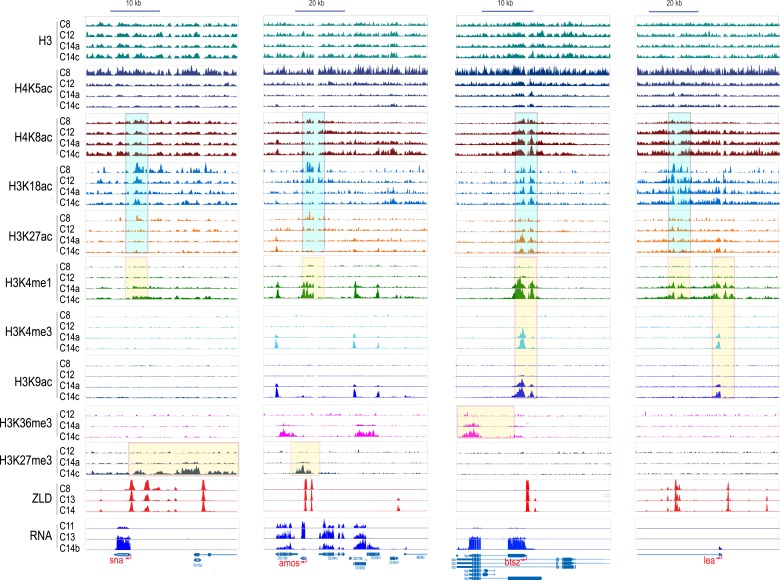
Dynamics of H3 and histone marks around selected genes. The normalized ChIP-seq signal profiles, for histone H3 and nine different histone marks at four development time points at selected genomic loci. Shown are the early onset genes, sna and amos, and late onset genes, btsz and lea. The peak regions of histone acetylation marks detectable prior to MBT are highlighted with cyan-colored boxes. The peak regions for histone marks detected only after the MZT are highlighted by yellow-colored boxes. Below are the ZLD ChIP-seq profile (Harrison et al., 2011) from c8, 13, and 14 embryos, as well as RNA-seq signals (Lott et al., 2011) at c11, c13, c14b. **DOI:** http://dx.doi.org/10.7554/eLife.03737.007

### Chromatin changes in transcribed regions are associated with gene activation

The transcription of several thousand genes is initiated during the period covered by our analyses, and we were interested in the relationship between the timing of the onset of transcription at individual loci and their chromatin dynamics. We used high-temporal resolution expression data previously collected by our lab (Lott et al., 2011) to identify genes that were exclusively zygotically transcribed, genes whose mRNAs were deposited into the egg maternally, and genes that are not transcribed in the early embryo. We divided the exclusively zygotic genes into four temporal groups according to their onset times (Figure 4), and used RNA polymerase II binding data from (Chen et al., 2013) to divide maternally deposited genes into those transcribed in the early embryo (maternal-zygotic genes) and those that are not. We then examined patterns of nucleosome enrichment and histone modifications around the transcription start sites, and in the gene body, of genes in each of these classes (Figure 5).

**Figure 4.**
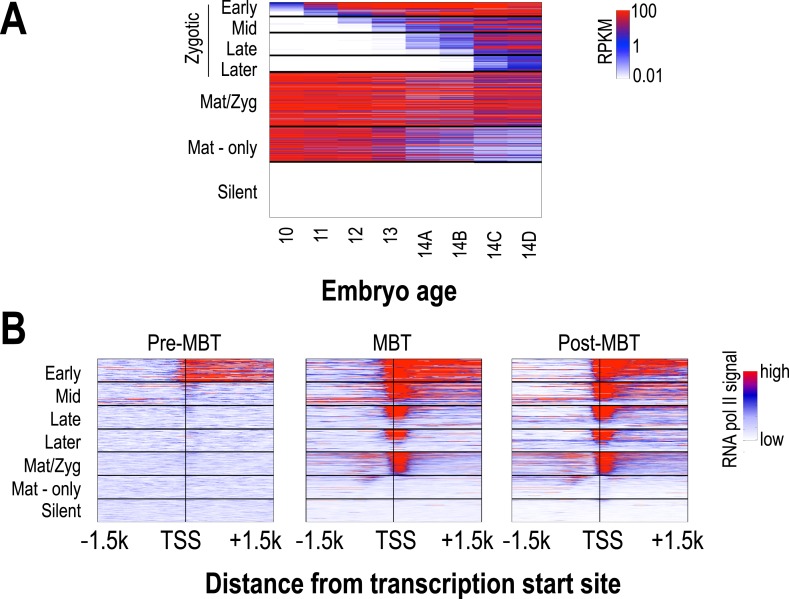
Classification of genes based on timing of transcriptional initiation during early embryogenesis. Using single-embryo RNA-seq data from our group (Lott et al., 2011), we identified three broad classes of genes: those at high levels in the earliest embryos (‘maternal’ genes), those not present in the earliest embryos, but transcribed prior to or during mitotic cycle 14 (‘zygotic’), and those not present through cycle 14 (‘silent’). We further divided the zygotic genes into four different groups based on their onset of zygotic expression—‘Early’ genes with onset of expression around mitotic cycles 10–11, ‘Mid’ genes at cycles 12–13, ‘Late’ genes at early cycle 14, and ‘Later’ zygotic genes whose onset of expression was during late cycle 14. Post-MBT polII ChIP data (Chen et al., 2013) was used to define two maternal groups of genes—those bound by polII in the embryo (‘Mat/Zyg’ genes), and those that are strictly maternally deposited (‘Mat-only’ genes). (**A**) Heatmap showing the expression levels for all groups at 8 timepoints (from cycle 10 through 14D) across the MZT (Lott et al., 2011). (**B**) Heatmaps showing RNA polymerase II ChIP-seq signals (Chen et al., 2013) around the transcription start sites (±1.5 kb) of the genes in each category for three developmental time points, pre-MBT (left), MBT (middle), and post-MBT (right) embryos. Genes within each group were ordered based on cycle 14 RNA polymerase II signals (genes with the highest signal are on top). **DOI:** http://dx.doi.org/10.7554/eLife.03737.008

**Figure 5.**
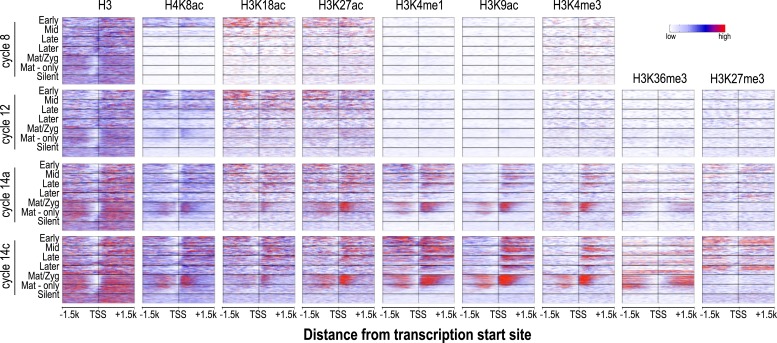
Relationship between H3 depletion, histone modifications and transcription dynamics. Heatmaps show ChIP-seq signals for histone H3 and different histone modification marks at each stage centered around the transcription start sites (±1.5 kb). Genes are groups and ordered as described in Figure 4. For each histone mark and for histone H3 the same color scaling was used for heatmaps across all four developmental time points. TSS = transcriptional start site. **DOI:** http://dx.doi.org/10.7554/eLife.03737.009

Nucleosome free regions (NFRs; areas of relatively low histone H3 recovery) emerged around the transcription start sites of zygotically transcribed genes at roughly the same time that their transcripts were evident in our transcription data (Figure 5). Several histone modifications appeared along with transcription: H4K8ac, H3K18ac and H3K27ac (Figure 5). In contrast, H3K9ac and the four histone methylation marks examined here were absent until cycle 14a, when widespread transcription begins.

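The peaks of these marks that MACS called before cycle 14a were few, and many lay outside the major chromosome arms, on heterochromatic and unplaced scaffolds (the Het arms, U and Uextra) or the mitochondrial genome. At cycle 12 this held for 108 of 141 H3K4me3 peaks (76.6%, interval 68.7% to 83.3%), 83 of 113 H3K27me3 peaks (73.5%, interval 64.3% to 81.3%), 113 of 346 H3K36me3 peaks (32.7%), 37 of 109 H3K4me1 peaks (33.9%) and 15 of 186 H3K9ac peaks (8.06%). At cycle 8 the share was 9.47% for H3K4me1, 50.7% for H3K9ac and 56.6% for H3K4me3, and together 26.3% (142 of 540). For the 5 marks together the share was 39.8% (356 of 895) at cycle 12 and 2.01% (249 of 12367) at cycle 14a. On the major arms the 5 marks together thus had 539 peaks at cycle 12 and 12118 at cycle 14a, a ratio of 22.5. The early peaks on the major arms differed in where they lay. Of the cycle 12 H3K9ac and H3K4me1 peaks there, 93.6% and 94.4% overlapped a cycle 14c peak of the same mark, against 5.26% to 19.9% and 4.17% to 33.3% in 1000 random placements, and 81.3% and 95.8% overlapped an acetylation peak of H4K8ac, H3K18ac or H3K27ac at cycle 8 or 12. Of the cycle 12 H3K36me3 peaks, 81.5% overlapped a cycle 14c H3K36me3 peak (random placements 6.87% to 22.3%) and 12.0% an early acetylation peak. Of the 33 cycle 12 H3K4me3 peaks, 15.2% overlapped a cycle 14c H3K4me3 peak, within the 0% to 21.2% of the random placements, and 6.06% an early acetylation peak. Of the 30 cycle 12 H3K27me3 peaks, 26.7% overlapped a cycle 14c H3K27me3 peak, above the 0% to 20% of the random placements, and 23.3% an early acetylation peak. At cycle 8, 86.3% of the H3K4me1 peaks on the major arms overlapped a cycle 14c H3K4me1 peak (random placements 11.1% to 22.9%), whereas 22.2% of the H3K9ac peaks did so for their own mark (random placements 0% to 30.6%). Of the cycle 14a peaks on all chromosomes, between 89.4% (H3K27me3) and 99.6% (H3K9ac) overlapped a cycle 14c peak of the same mark. These peaks were not assigned to promoters or gene classes here.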

In cycle 14 embryos, regions both upstream and downstream of the promoters of zygotically expressed genes were enriched for the Polycomb-associated mark H3K27me3 (Figure 5), while the mark was almost completely absent from maternal genes, consistent with the known role of Polycomb group proteins in cell-type specific silencing of developmental genes (Boyer et al., 2006; Lee et al., 2006; Schwartz et al., 2006).

We also observed that maternally deposited genes, both those transcribed in the early embryo and those that are not, had fairly strong NFRs upstream of the promoter at all time points (Figure 5). A strong transcription-independent NFR in maternally deposited genes was been previously described by Gaertner et al., (2012), who also showed that, based on DNA sequence alone, these genes also have a strong predicted NFR upstream of the promoter. Our data extend this observation, showing that this NFR is developmentally stable. It has been previously observed that maternal-zygotic genes have different promoter motifs than zygotic genes (Gaertner et al., 2012; Chen et al., 2013) and this may be at least partially responsible for the difference.

### Dynamic histone marks at blastoderm enhancers

Many of the genes transcribed by cycle 14 are expressed in clear spatial patterns (Lécuyer et al., 2007; Tomancak et al., 2007; Combs and Eisen, 2013) driven by the action of distinct transcriptional enhancers. Although several catalogs of blastoderm enhancers exist (Gallo et al., 2011), they are limited in scope. To generate a larger set of likely enhancers, we took advantage of the strong correlation between the binding of transcription factors known to regulate blastoderm expression and enhancer activity (MacArthur et al., 2009; Fisher et al., 2012). We calculated the cumulative in vivo binding landscape of 16 early developmental transcription factors, including the anteroposterior regulators Bicoid, Caudal, Hunchback, Giant, Krüppel, Knirps, Huckebein, Tailless, and Dichaete; and the dorsoventral regulators Dorsal, Snail, Twist, Daughterless, Mothers against dpp, Medea, and Schnurri (MacArthur et al., 2009). We then identified a set of 784 regions showing the strongest overall binding, excluded peaks overlapping promoters and coding regions, and obtained a stringent set of 588 likely blastoderm enhancers in introns and intergenic regions.

The chromatin state we observed associated with these putative enhancers during cycle 14, when blastoderm enhancers are active and bound by multiple transcription factors were as expected based on previous studies of transcriptionally active mammalian and insect cells and tissues (Heintzman et al., 2007, 2009; Wang et al., 2008; Creyghton et al., 2010; Kharchenko et al., 2011; Nègre et al., 2011; Rada-Iglesias et al., 2011). As shown in Figure 6, enhancers at cycle 14 exhibited strong nucleosome depletion (Kaplan et al., 2011; Li et al., 2011). Flanking nucleosomes were enriched with H3K4me1, H3K27ac, and H3K18ac, marks previously shown to be enriched at active enhancers (Heintzman et al., 2007; Wang et al., 2008; Creyghton et al., 2010; Kharchenko et al., 2011; Rada-Iglesias et al., 2011) and depleted for H3K4me3 and H3K36me3. As many early developmental genes are located in broad domains of Polycomb-associated H3K27me3 (Nègre et al., 2011), many of our putative enhancers are found within large regions containing high levels of this repressive mark.

**Figure 6.**
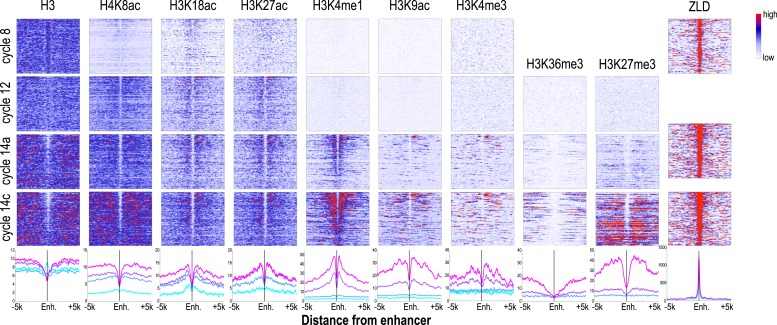
Dynamics of histone H3 depletion and histone modifications around blastoderm embryo enhancers. Heatmaps show ChIP-seq signals for histone H3 and different histone modification marks at each stage centered around putative enhancers (as described in text). Enhancers are ordered by chromatin accessibility, as measured by DNaseI–seq signals from cycle 14 embryos (Thomas et al., 2011) from high (top) to low (bottom). On the right, the heatmaps show the ChIP-seq signals for ZLD binding around these enhancers at c8, c13, and c14 (Harrison et al., 2011). Line plots at the bottom show the average ChIP-seq for histone H3, histone modifications, and ZLD at each stage around the enhancers. Enh. = enhancer. **DOI:** http://dx.doi.org/10.7554/eLife.03737.010

While the chromatin status of enhancers at cycle 14 has been intensively investigated, their status earlier during the MZT has received much less attention. Our set of likely blastoderm enhancers had, as a class, relatively high nucleosome densities at mitotic cycle 8 (Figure 6; top left). At this early time point, flanking nucleosomes were weakly enriched for the three early appearing histone acetyl marks, especially H3K18ac, with these marks becoming more strongly enriched by cycle 12.

The process of nucleosome depletion was initially evident at cycle 12, but was much stronger at cycle 14a, when these enhancers begin to be active. The enhancer-associated mark H3K4me1 appeared on flanking nucleosomes by cycle 14a, but the repressive H3K27me3 did not appear in surrounding regions until cycle 14c. This raises the possibility that early events, reflected by the appearance of these enhancer-associated acetylation and methylation marks, play an important role in keeping these regions active once broader domains of inactivity are established.

### Early appearing chromatin features are associated with binding sites for the transcription factor ZLD

As expected from our previous study (Harrison et al., 2011), almost all enhancer sequences described above are also strongly associated with early binding of the transcription factor ZLD (Figure 6). This suggests that at least at the enhancers, ZLD binding is likely to play a major role in directing the deposition of the histone acetylation marks in early embryos. To investigate this further and to identify other factors that may play a major role in determining overall histone acetylation patterns, not just the enhancers in early embryos, we carried out k-mer enrichment analysis and used the motif search tool MEME (Bailey and Elkan, 1994) to identify sequence motifs associated with different histone mark peaks identified at each stage. We found that the motif most strongly correlated with the early appearing marks, H3K27ac, H3K18ac and H4K8ac, was ZLD's CAGGTAG binding (Figure 7A). A small number of other motifs also showed modest enrichment using these two methods, but they failed to show substantial enrichment when the enrichment is plotted around the histone mark peaks. These analyses thus suggested a close connection between ZLD binding and early histone acetylation in general, which is further highlighted by the extremely high degree of overlap between early (cycle 8) ZLD-bound peaks and early (cycles 8 or 12) peaks for H3K27ac, H3K18ac and H4K8ac (Figure 7B). The relationship is quantitative, with higher levels of ZLD binding coupled to increased levels of the same three marks in cycle 8 and cycle 12 embryos (Figure 7C). The relationship between ZLD binding and these histone marks decays over time (Figure 7D), likely reflecting the increasingly complex transcriptional profile of the genome. However, the strength of this association in early stages of the MZT suggests that ZLD is indeed a dominant factor shaping the early chromatin landscape.

**Figure 7.**
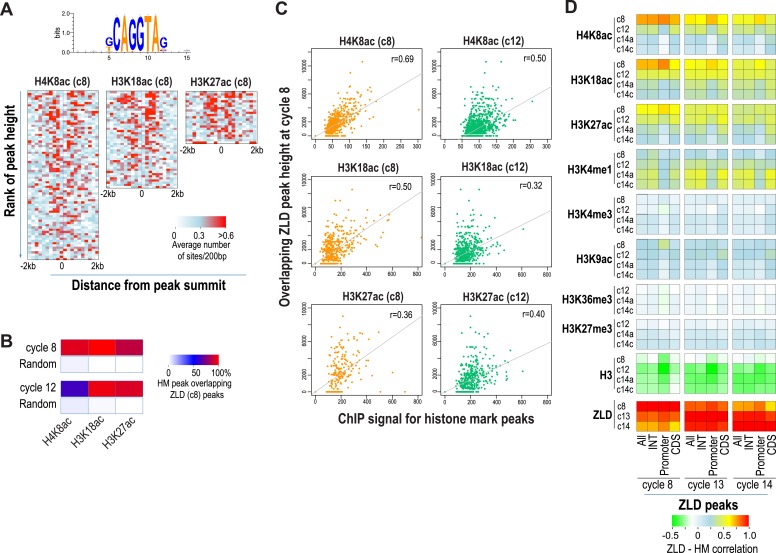
Relationship between histone occupancy, histone modification pattern and ZLD binding. (**A**) ZLD DNA binding motif enrichment around cycle 8 peaks for H4K8ac, H3K18ac, and H3K27ac. Peaks were ranked based on peak height, divided into bins of 100, and analyzed. Heatmaps show, for each location (column) and set of peaks (row), the average number of ZLD putative sites at each position/set. (**B**) Heatmap showing the overlap between histone acetylation peaks detected at cycle 8 and 12, a.nd ZLD peaks detected at cycle 8 (top 2000 ranked peaks). As a control, overlaps between histone mark peaks with random set of genomic positions that matched the number of ZLD peaks are shown. (**C**) Scatter plots showing the correlation between the signals around the peaks for the histone acetylation marks at cycle 8 and cycle 12 (X-axis) and the heights of the associated ZLD peaks within 1 kb of the histone mark peaks (Y-axis). The signal for each peak was the average over the ±1 kb region surrounding the peak. The correlation coefficient (r) for each plot is shown. (**D**) Heatmaps showing Pearson correlation coefficients between ChIP signal of top 5000 ZLD peaks and histone marks at same locations. ChIP-seq signals for histone H3 was averaged over a ±200 bp region around each ZLD peak. Histone marks were averaged over ±1 kb around ZLD peaks. The correlation coefficients were calculated individually for all the ZLD peaks (‘All’), for intergenic and intronic ZLD peaks (‘INT’), for promoter peaks (‘Promoter’), and for ZLD peaks within coding sequences (CDS). **DOI:** http://dx.doi.org/10.7554/eLife.03737.011

### Histone marks at enhancers are decreased in embryos lacking maternal ZLD

To directly analyze the role that ZLD plays in the activation of the zygotic genome during the MZT, we carried out a limited series of ChIP experiments using embryos lacking maternal *zld* mRNA, obtained from *zld*- germ-line clones (Liang et al., 2008). These females lay significantly less than their wild-type counterparts, and thus obtaining sufficient amounts of staged chromatin was a challenge.

ChIP with an anti-ZLD antibody on these nominally *zld-* embryos at mitotic cycle 12 to mid-14, showed modest ZLD binding at the same set of sites bound in wild-type embryos (Figure 8). This residual ZLD activity is likely due to weak zygotic transcription of the paternal copy in female embryos (*zelda* is on the X chromosome and thus male offsprings do not receive a functional *zelda* from their father). Thus these ChIP data reflect the depletion, rather than complete elimination, of ZLD.

**Figure 8.**
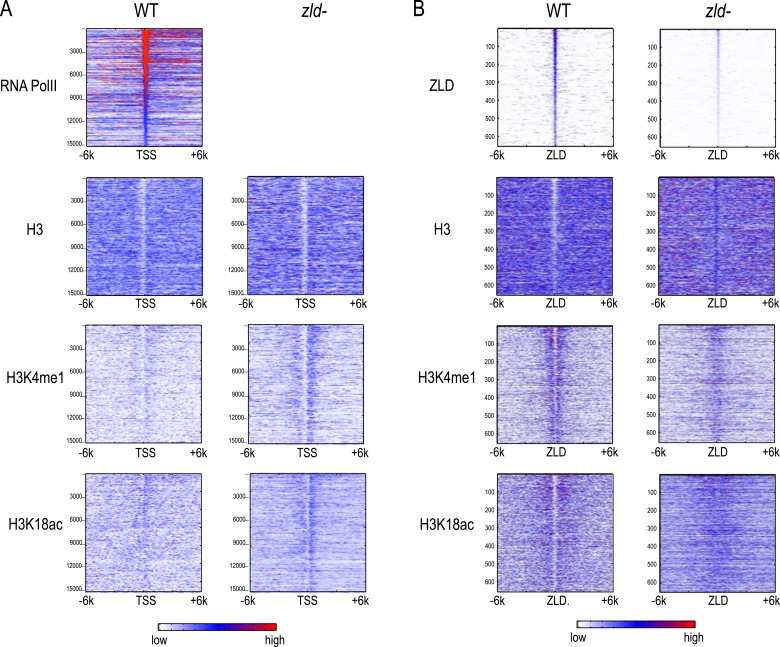
Effect of zld mutation on histone occupancy and modifications. Heatmaps show ChIP-seq data from WT embryos (left) and embryos lacking maternal *zld* (right). (**A**) Heatmaps centered at transcription start sites (TSS) and ordered by cycle 14 RNA polymerase II binding. (**B**) Heatmaps centered around intergenic ZLD peaks (Harrison et al., 2011). Shown are all the intergenic and intronic peaks, among top 1000 ZLD bound regions (total of 656), ordered by ZLD ChIP signal and aligned by peak position. TSS, transcription start site. **DOI:** http://dx.doi.org/10.7554/eLife.03737.012

Intergenic ZLD-bound regions (Figure 8B) had a marked loss of H3K4me1 and a decrease of H3K18ac. The ZLD-associated NFR present in wild-type embryos was almost completely gone. In contrast, we saw a limited effect of ZLD depletion on the promoter histone state globally. There is still a strong NFR, and the marks we observed are present at roughly the same levels.

## Discussion

### Nature of chromatin changes during MZT

During the first stage of embryonic development, the genome must be reprogrammed from the differentiated states associated with the egg or sperm to create a set of totipotent cells capable of generating a new organism. By combining high-resolution gene expression analysis with precise mapping of nine histone marks throughout this early stage of development, our data suggest that this reprogramming, at least in *Drosophila melanogaster*, occurs by transitioning through a naïve state in which many histone marks commonly present in somatic cells are absent or at comparably low levels. 

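The order of the marks was also read from the places they share. The peaks of H4K8ac, H3K18ac and H3K27ac at cycles 8 and 12 merged into 1976 regions, of which 1752 lay on the major arms. At cycle 14a, 69.6% of these regions (1376 of 1976, interval 67.6% to 71.7%) overlapped a peak of at least 1 of the 5 late marks, and at cycle 14c 76.1% (1503 of 1976). On the major arms the share at cycle 14a was 73.9%, against 20.8% to 27.1% when the regions were placed at random 1000 times. By mark, 70.5% of the regions on the major arms overlapped an H3K4me1 peak at cycle 14a (random placements 15.7% to 21.3%), 40.5% an H3K9ac peak (8.96% to 14.2%), 30.8% an H3K4me3 peak (5.19% to 9.59%), 30.1% an H3K36me3 peak (10.6% to 15.4%) and 4.97% an H3K27me3 peak (0.685% to 2.51%).

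In the other direction, most late peaks overlapped no acetylation peak called at cycle 8 or 12. Of the cycle 14a peaks of the 5 late marks together, 29.1% (3603 of 12367, interval 28.3% to 29.9%) overlapped an acetylation peak of cycle 8 or 12. With acetylation peaks of cycle 8 only, the share was 10.7%. The cycle 8 libraries of H3K18ac and H3K27ac held only 239445 and 258609 tags, so places without a called peak may still have been acetylated. The 5 late marks also include H3K9ac, itself an acetylation. On the major arms the shares were 29.0% for H3K9ac, 31.1% for H3K4me1, 30.8% for H3K4me3, 22.0% for H3K36me3 and 30.2% for H3K27me3. Random placements of these peaks gave between 4.50% and 13.2% over the 5 marks. The size of this contrast depended on the background. Set beside random positions, the 5 marks together overlapped early acetylation 3.49 times as often, and set beside random draws from all 5798 regions on the major arms that had a peak of any mark at any stage, 1.22 times as often (28.4% against 22.4% to 24.2%). For H3K36me3 the ratio to such draws was 0.951, inside their range of 21.3% to 24.9%. The regions drawn join peaks of all marks and stages, so they are no shorter than the peaks they hold. They also include the early acetylation peaks themselves. Both can raise the overlap of the draws at 1 bp, so the ratios to such draws may be too low. The paper states that the acetylation of H3K18, H3K27 and H4K8 comes before most histone methylation, and from this proposes an ordered process in which acetyl marks are laid down before methyl marks.

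**Figure D4:**
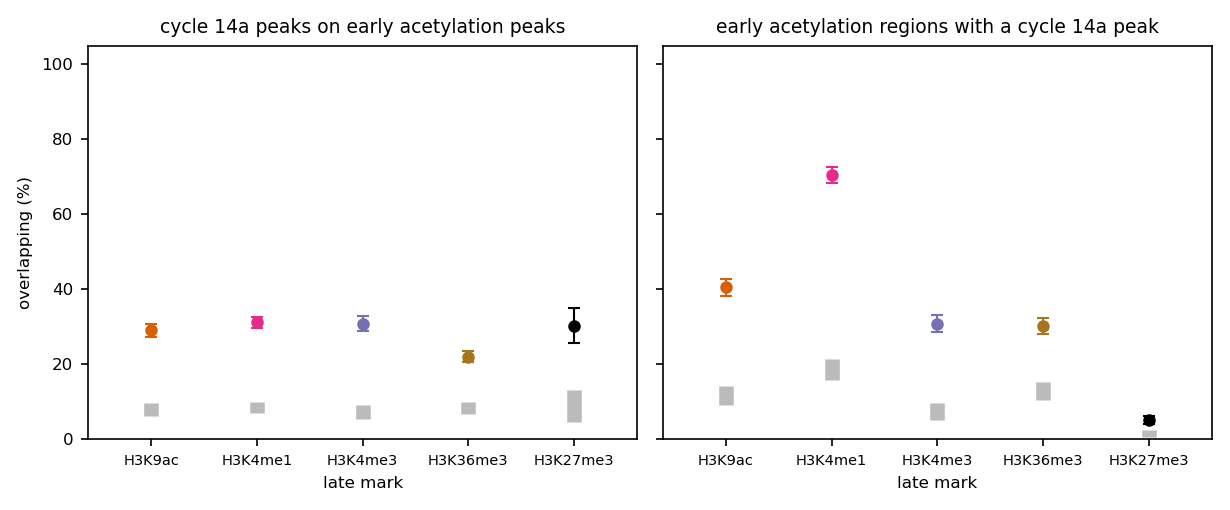
Overlap on the major arms (y axis, %) for each late mark (x axis), with exact 95% intervals as error bars and the range of 1000 random placements as grey bars. The left panel gives the share of cycle 14a peaks on an early acetylation peak, between 22.0% and 31.1%, and the right panel the share of early acetylation regions with a cycle 14a peak, highest for H3K4me1 at 70.5% and lowest for H3K27me3 at 4.97%.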

We further demonstrate that histone acetylation of H3K18, H3K27, and H4K8 precedes most histone methylation. Thus we suggest that the establishment of the totipotent chromatin architecture proceeds in an ordered process with acetyl marks being deposited prior to methyl marks.

Studies in other organisms have similarly suggested that this early reprogramming is characterized by a transition through a relatively unmodified chromatin state. There is a loss and then reestablishment of DNA methylation following fertilization in mouse embryos (Santos et al., 2005). Immunostaining in mouse and bovine embryos has demonstrated that some histone methylation marks are removed following fertilization (Burton and Torres-Padilla, 2010). Additionally, studies in zebrafish have demonstrated widespread changes in chromatin marks as the embryo progresses through the MZT. While the extent and location of specific histone modifications in zebrafish is not consistent between recent studies (Vastenhouw et al., 2010; Lindeman et al., 2011), a general widespread increase in histone methylation (H3K4me3, H3K27me3, H3K36me3, and H3K9me3) is evident at the MZT. Thus in most, if not all, organisms studied to date there is a dramatic increase in the abundance of histone modifications at the MZT, coinciding with zygotic genome activation.

One important lingering question is how this naïve state is established; whether there is a specific system that removes gametic marks associated with sperm and egg at fertilization, or whether the rapid replication cycles of early development are simply incompatible with active and differentiated chromatin. The lack of some histone marks in developing mouse and bovine embryos, which do not undergo rapid cell cycles early in development, suggests that while the mechanisms may vary between species, the removal of parental histone modifications may be a general feature of reprogramming. In the future, it will be important to understand how this transition is regulated to allow for the generation of a totipotent cell population.

### Early transcription does not require marks canonically associated with activation

The presence of several post-translational modifications (e.g. H3K4me3 and H3K36me3) is correlated with transcription and with different states of gene expression in a variety of eukaryotic cells and tissues (c.f. (Mikkelsen et al., 2007)). By comparing high temporal-resolution transcription data to the quantitative histone modification data, we find that, at least in the early embryo, transcription often occurs in the near absence of these marks. These data confirm and extend the previous observation that H3K4me3 levels are first detectable at the MBT (Chen et al., 2013). Interestingly global H3K36me3 levels are also below the level of detection in the mouse embryo as it undergoes the first wave of zygotic genome activation (Boskovic et al., 2012).

Together these data suggest that marks canonically associated with gene activation at later stages of development are not associated with transcriptional activity in the very early zygote. Moreover, recent data has demonstrated that these marks may not be required for transcription later in development. For example, in the *Drosophila* wing disc, methylation of H3K4me3 is not required for transcriptional activity (Hodl and Basler, 2012). In *Drosophila* embryonic tissue culture cells transcriptionally active euchromatin can be divided into two classes and only one of these is enriched for H3K36me3 (Filion et al., 2010). Therefore transcription in the absence of H3K4me3 and H3K36me3 is likely not a distinctive feature of early embryonic development. Additionally, data from *Saccharomyces cerevisiae* show robust transcriptional activation of a gene localized to heterochromatin in the presence of minimal amounts of H3K36me3 (Zhang et al., 2014).

By contrast, in zebrafish H3K4me3 was identified at promoters of genes prior to their occupancy by RNA polymerase (Vastenhouw et al., 2010; Lindeman et al., 2011). Because those genes marked by H3K4me3 early are more likely than most genes to be activated at the MZT, it has been proposed that this mark is preparing genes for activation in the early zebrafish embryo. Thus, while histone marks can be associated with specific transcriptional outputs it appears that they are neither necessary nor sufficient for predicting gene expression.

### A simple model for early genome activation

While the data presented here are far from complete, together with our previously published high-resolution transcriptional analysis, they suggest a model in which regions of genomic activity in the cellular blastoderm are established by events that transpire earlier in development. In particular, they indicate that the binding of ZLD to target sites across the genome prior to the MZT may trigger a cascade of events—reflected in early histone depletion, the appearance of several histone acetylation marks, and the subsequent appearance of functional class-specific methylation marks—that may act to counter the establishment of Polycomb-mediated repression in many loci (Figure 9).

**Figure 9.**
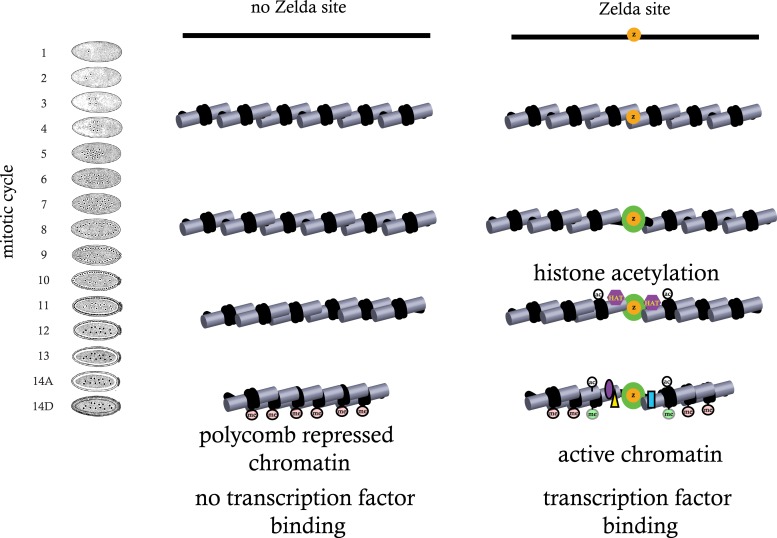
Model for ZLD function during zygotic genome activation. ZLD binds to enhancers in pre-MBT embryos at as early as cycle 8. This leads to histone acetylation and nucleosome remodeling around ZLD binding sites, which facilitates binding by other transcription factors, and in many other cases leads to additional deposition of histone marks including H3K4me1 while at the same time prevents local deposition of repressive histone mark H3K27me3 and presumably formation of repressive higher order chromatin structure. **DOI:** http://dx.doi.org/10.7554/eLife.03737.013

Indeed it has been shown in *D. melanogaster* S2 cells that acetylation of H3K27 by Nejire inhibits Polycomb silencing and the establishment of H3K27 trimethylation (Tie et al., 2009), and ZLD may play a role in the process by directing H3K27 acetylation to enhancers. One possibility is that ZLD directly recruits histone acetyltransferases, several of which including Nejire and Diskette are maternally deposited, and that these modifications play a direct or indirect role in genome activation. Alternatively, ZLD may simply act as a kind of steric impediment to subsequent chromatin compaction and silencing—with the observed histone acetylation an indirect byproduct of early ZLD binding.

We have previously observed that, while ZLD binding is fairly stable across the MZT, some of the regions it binds at cycle 8 are unbound at cycle 14 (Harrison et al., 2011). This may reflect the need for other factors to work in conjunction with ZLD while more restrictive chromatin is established. Indeed, while ZLD protein levels remain high through the MZT, the increasing number of nuclei means that absolute ZLD levels are dropping in each nucleus and may reach a point at which ZLD binding alone is insufficient to keep regions active or resist silencing.

### ZLD as a pioneer transcription factor

Work from Ken Zaret and others over the past decades has identified a class of transcription factors, known as ‘pioneer’ factors, that bind early to enhancers during differentiation and thereby promote the binding of other factors to the enhancer. Zaret attributes two characteristics to pioneer factors: 1) they bind to DNA prior to activation and prior to the binding of other factors, and 2) they bind their target sites in nucleosomes and in condensed chromatin (Zaret and Carroll, 2011).

ZLD clearly has the first characteristic. But it is not clear that is has the second. Our data suggest that there is essentially no condensed chromatin in the early embryo, as nucleosome density is relatively low, nucleosomes are relatively evenly distributed across the genome, and hallmarks of repressed chromatin are absent. This is consistent with the unusually broad binding of ZLD to its target sequences: ZLD binds to more than fifty percent of its target sites in the genome, far more than what is typical for other factors later in development (Harrison et al., 2011). We and others have shown that the restricted binding of other factors is largely due to the occlusion of most of their sites by condensed chromatin. Perhaps ZLD binds to a large fraction of its sites because there simply is no condensed chromatin in the early embryo. If so, ZLD would not require, and therefore would likely not possess, the ability to bind its sites in condensed chromatin.

Nonetheless, it is clear, if our model is correct, that ZLD is fulfilling the same general role that pioneer factors carry out—getting to the genome first and facilitating the subsequent binding of other factors.

While there are no clear ZLD homologs outside of insects, it has recently been shown that in zebrafish the transcription factor Pou5f1 (Oct4), in combination with Nanog and SoxB1, drives zygotic genome activation and may share with ZLD a pioneer-like activity (Lee et al., 2013; Leichsenring et al., 2013). Together these data suggest that pioneer transcription factors may generally be required to prepare the embryonic genome for widespread transcriptional activation at the MZT. Interestingly, Pou5f1 is homologous to the canonical pluripotency factor Oct4, which along with Nanog and Sox2, are transcription factors expressed to generate induced pluripotent stem cells. Together these data make an explicit connection between the role of pioneer-like factors in zygotic genome activation and the establishment of a totipotent state.

### Separation of enhancer specification from output

Another attractive feature of the model presented above is that it would explain an important and unexplained question about transcriptional enhancers: given that essentially every enhancer sized stretch of the *Drosophila* genome contains a large number of binding sites for the factors active in the cellular blastoderm (or any other stage of development) (Berman et al., 2002), why is it that only a small fraction of the genome functions as an enhancer?

It has long been thought that the difference between enhancers and the remainder of the genome is that enhancers do not simply contain binding sites, but rather have these sites in a particular configuration that leads to activation. However, the arrangement of binding sites within *Drosophila* enhancers is highly flexible (Ludwig and Kreitman, 1995; Ludwig et al., 1998, 2005; Hare et al., 2008), and we have struggled to find any evidence for strong ‘grammatical’ effects in enhancer organization.

The data presented here and elsewhere on ZLD binding and activity support the alternative explanation that the specification of enhancer location and output are distinct processes carried out by specific sets of factors: pioneer factors like ZLD—that determine where an enhancer will be, by influencing the maturation of genomic chromatin, and more classical patterning factors that determine what the transcriptional output of the enhancer will be.

## Materials and methods

### Antibodies

The antibodies for histone H3, and various histone modifications were purchased from commercial sources as listed in Table 1.

### Fly strains

The zld^294^ mutant and the ovo^D1^ mutant lines used to obtain *zld* maternal mutant embryos using the FLP-DFS technique (Chou and Perrimon, 1996) have been described previously (Liang et al., 2008) and were obtained from the laboratory of Christine Rushlow at New York University.

### In vivo formaldehyde cross-linking of embryos, embryo sorting, and chromatin preparation

*D. melanogaster* flies were maintained in large population cages in an incubator set at standard conditions (25°C). Embryos were collected for 30 min, and then allowed to develop for 55, 85, 120 or 160 additional minutes before being harvested and fixed with formaldehyde. The fixed embryos were hand sorted in small batches using an inverted microscope to remove embryos younger or older than the targeted age range based on morphology of the embryos as previous described (Harrison et al., 2011). After sorting, embryos were stored at −80°C. After all collections were completed, the sorted embryos of each stage were pooled, and a sample of each pool were stained with DAPI. The ages of the embryos and their distribution in the two younger embryo pools (c7–9, and c11–13) were determined based on nuclei density of the stained embryos. The ages of embryos between c14a and c14c, both which were distinct from c13 based nuclei density, were determined based on morphology. 7.5, 0.7, 0.4, and 0.3 g of embryos at four different stages respectively, were used to prepare chromatin for immunoprecipitation following the CsCl_2_ gradient ultracentrifugation protocol as previously described (Harrison et al., 2011).

### ChIP and sequencing

The chromatin obtained was fragmented to sizes ranging from 100 to 300 bp using a Bioruptor (Diagenode, Inc., Seraing, Belgium) for a total of processing time of 140 min (15 s on, 45 s off), with power setting at ‘H’. Prior to carrying out chromatin immunoprecipitation, we mixed the chromatin from each sample with a roughly equivalent amount of chromatin isolated from stage 5 (mitotic cycle 14) *D. pseudobscura* embryos, and used about 2 µg of total chromatin (1 µg each of the *D. melanogaster* and *D. pseudobscura* chromatin) for each chromatin immunoprecipitation. The chromatin immunoprecipitation reactions were carried out as described previously (Harrison et al., 2011) with 0.5 μg anti-H4K5ac (07-327; Millipore, Billerica, MA), 0.5 μg of anti-H3K4me3 (ab8580; Abcam, Cambridge, United Kingdom), 0.5 μg of anti-H3K27ac (ab4729; Abcam), 1 μg of anti-H3 (ab1791; Abcam), 0.75 μg anti-H3K4me1 (ab8895; Abcam), 0.75 μg anti-H4K8ac (ab15823; Abcam), 1.5 μl of anti-H3K9ac (39,138; Activemotif), 0.75 μg anti-H3K18ac (ab1191; Abcam), 3 μg anti-H3K27me3 (07-449; Millipore), or 0.75 μg anti-H3K36me3 (ab9050; Abcam). The sequencing libraries were prepared from the ChIP and Input DNA samples using the Illumina (San Diego, CA) TruSeq DNA Sample Preparation kit following the manufacturer's instructions, and DNA was subjected to ultra-high throughput sequencing on a Illumina HiSeq 2000 DNA sequencers.

### Mapping sequencing reads to the genome, and peak calling

Sequenced reads were mapped jointly to the April 2006 assembly of the *D. melanogaster* genome [Flybase Release 5] and the November 2004 assembly of the *D. pseudoobscura* genome [Flybase Release 1.0] using Bowtie (Langmead, 2010) with the command-line options ‘-q −5 5 -3 5 -l 70 -n 2 -a -m 1 –best -strata’, thereby trimming 5 bases from each end of the 100 base single reads, and keeping only tags that mapped uniquely to the genomes with at most two mismatches. Each read was extended to 130 bp based on its orientation to generate the ChIP profiles. We called peaks for each experiment using MACS (Zhang et al., 2008) v1.4.2 with the options ‘-- nomodel--shiftsize = 130’, and used Input as controls.

### Data normalization

The addition of *D. pseudoobscura* chromatin prior to the chromatin immunoprecipitation provided us with a means to normalize the ChIP signals for each histone mark and for H3 between different stages. To normalize, we first determined the scaling factor needed to normalize the number of reads for *D. pseudoobscura* to 10 million, and scaled the signals of *D. melanogaster* ChIP profile in each sample using this factor. We then multiplied the scaled *D. melanogaster* signals by the ratio of *D. pseudoobscura* reads to *D. melanogaster* reads in the Input sample, which represents the relative amounts of chromatin of the *D. melanogaster* and the *D. pseudoobscura* in the starting chromatin samples used for the chromatin immunoprecipitation reactions.

### Overall dynamics of ChIP signals under enrichment peaks

Starting with peaks called by MACS as described above, we identified subpeaks by peaksplitter [http://www.ebi.ac.uk/research/bertone/software], and generated a consolidated list of subpeaks for each histone mark for all stages by joining each group of subpeaks that are within 200 bp into a single peak. We calculated the ChIP signal for each subpeak at each stage by summing the ChIP signal around a 500 bp window center around of each peak position in the normalized ChIP profile generated as described above. To show the overall trend of each histone mark, the range of the ChIP signal among all the subpeaks at each stage is shown as box plot.

### Gene classification according to transcription dynamics

Using our previous single-embryo RNA-seq data from Lott et al. (Lott et al., 2011), genes were classified as zygotic or maternal. We further divided the zygotic genes into four different groups based on their onset of zygotic expression (first time point with FPKM>1). This includes 107 genes whose onset of expression was around mitotic cycles 10–11 (‘Early’ group), 99 genes at cycles 12–13 (‘Mid’), 143 genes at early cycle 14 (‘Late’), and 99 genes during late cycle 14 (‘Later’). The maternal group of genes was then compared against post-MBT polII ChIP (Chen et al., 2013) and split into Maternal/Zygotic genes that show in vivo promoter binding of polII (‘Mat/Zyg’) and a group of genes that show no polII binding (‘Mat–only’). In addition, we used RNA-seq data (Lott et al., 2011) to define another class of non-expressed genes, showing no transcription from mitotic cycles 10 through the end of cycle14 (‘Silent’).

### Defining embryo blastoderm enhancers

A set of putative enhancers was defined based on the in vivo binding locations for early transcription, as measured previously by us using ChIP–chip (MacArthur et al., 2009). Here, we summed the raw ChIP–chip signal for 16 factors, including the A/P (Bicoid, Caudal, Hunchback, Giant, Krüppel, Knirps, Huckebein, Tailless, and Dichaete) and D/V (Dorsal, Snail, Twist, Daughterless, Mad, Medea, and Schnurri) regulators. We then identified all regions with cumulative signal over 20. This yielded 784 genomic regions, with an average length of 488 bp. These putative enhancers were then classified based on their position with regard to nearby genes, retaining only a set of 588 intergenic and intronic putative enhancers.

### Analysis of motif enrichment

Two methods were used to investigate the DNA motifs enriched around the peaks identified by MACS. First, 7mers enriched in the 2 kb sequences around the peaks for each experiment were identified by comparing the frequency of each 7mer to the 7mer distribution in randomly selected 2 kb sequences throughout the genome. The selection of the random sequences was restricted to the major chromosome arms excluding the heterochromatic sequences, and the distribution of the number of random sequences were set to match the distribution of peaks among different chromosome arms. The enrichment of the 7mers was ranked based on Z scores. In parallel, the motif enrichment analysis was also carried out using MEME (Bailey and Elkan, 1994) with motif length set at 6–10 and maximum number of motifs to be found at 10. In this case the sequences located in the 250–650 bp surrounding the maximum of the histone mark peak were used, and random sequences selected using the same criteria as the kmer enrichment analysis were used as negative control. The search was limited to the 150 top ranked peaks for each histone mark. After the candidate enriched motif was identified from these two methods, the motifs were used to map the enrichment around all the peaks by patser (Hertz and Stormo, 1999) using a ln(p-value) cutoff of −7.5, and with Alphabet set at ‘a:t 0.3 c:g 0.2’.

### ChIP-seq in *zld* mutant embryos

To obtain embryos depleted of maternal *zld* RNA, the FLP-DFS technique was used. Briefly, *zld*^*294*^, *FRT19A*/*FM7* (Liang et al., 2008) virgin females were crossed with *ovo*^*D1*^*,hsFLP112,FRT19A*/Y (Liang et al., 2008) males. The larvae developed from embryos laid by females from these crosses were heatshocked twice, each for 2 hr at 37°C, when they were between 24–48 hr, and between 48–72 hr old. Collection of the mutant embryos from the resulting female progeny, as well as the aging and fixation of the embryos was carried out following standard protocol as described above except that the collection period is 3 hr followed by 1 hr aging. The embryos were sorted to remove deformed post cycle 14 embryos. As a control, wild-type embryos were collected, treated in parallel and sorted to remove embryos older than stage 5. The ChIP-seq was carried out with the chromatin from the mutant and wild-type embryos using anti-H3, anti-H3K18ac, anti-H3K4me1, and anti-ZLD antibodies as described above.

### Data availability

All raw data are available at the GEO database under the accession number GSE58935. A genome browser with tracks from the data generated and analyzed here is available at the UCSC genome browser.

How the deposited data were processed for this re-analysis (not part of the article)

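The data were peak tables of 34 ChIP-seq libraries from wild-type *D. melanogaster* embryos, for 9 histone marks at the stages of mitotic cycles 8, 12, 14a and 14c (H3K36me3 and H3K27me3 from cycle 12 on). Each library was assigned to its mark and stage from its sample labels and the paper's methods. The run names recorded with the H4K5ac and H4K8ac peaks of cycle 14c carry the label used for cycle 14a. The libraries were kept as cycle 14c, since their Input totals are those of the other cycle 14c libraries. There was 1 library per mark and stage. The other 16 of the 50 samples, for histone H3, the Input and the comparison of *zld* mutant with wild-type embryos, were not analysed here as samples of their own.

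The authors trimmed the reads, mapped them jointly with Bowtie to *D. melanogaster* (Release 5) and *D. pseudoobscura*, kept reads with a single match, and called peaks with MACS 1.4.2 on the *D. melanogaster* tags of each library by itself, without pooling, against the Input of the same stage. They used a shift of 130 bp (a fragment length of 260 bp), at most 1 tag per position, a p cutoff of 1e-05, an effective genome size of 1.2e+08 bp and a local background over 1000 and 10000 bp, and MACS scaled the larger of ChIP and Input to the smaller. For each peak the authors deposited the count of tags in the peak region, as a whole number without normalization. They also deposited 10 times the −log10 of the Poisson p of each peak. The deposited fold enrichment is the ratio of the tag height at the summit to the local background. The false discovery rate was deposited in percent and comes from peaks called with ChIP and Input exchanged. The authors deposited positions in Release 5 coordinates, which are given here unchanged. The spike-in normalization of the paper is not part of these values.

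From these tables, the number of peaks, the quartiles of fold enrichment and tags, the length covered and the share of tags in peaks were computed per library. To compare libraries at equal depth, the local background of each peak was solved from its tags and its p. A whole number of tags at the summit was recovered for 88.9% of the 30804 peaks in which rounding allowed this check, all in libraries with fewer tags than their Input. Among these libraries the share was lowest for H3K9ac at cycle 14c (19.0% of 21 peaks checked) and H3K4me3 at cycle 12 (66.7% of 141). The 19.0% is about what heights spread evenly between whole numbers would give. The equal-depth number of H3K9ac peaks at cycle 14c is thus not backed by this check, which also rests on few peaks there. For H4K5ac at cycle 14c, rounding allowed no peak to be checked. The 6 libraries with more tags than their Input, among them H4K8ac at cycles 12, 14a and 14c, could not be checked in this way. In those 3 H4K8ac libraries, the recovered background equalled the genome-wide mean for 11.5%, 6.22% and 11.2% of the peaks, to within 0.1%. Tags and background were then scaled to the shallowest library of the mark, and peaks that kept a p of at most 1e-05 were counted. This was done on the tags of the whole peak, on which MACS computes its p, and not on the height. For peaks whose p is at the limit of what MACS can print (a MACS score of at least 3000), the background is an upper bound. Tested on simulated data with the same enriched regions in both libraries and a depth ratio of 0.25, the deep library had 1.78 times as many peaks as the shallow one as called and 0.983 times as many after scaling. With 4 times as many enriched regions in the deep library, it had 3.88 times as many after scaling. At a depth ratio of 0.05 with the same regions, the values were 7.03 as called, 0.718 after scaling and 0.969 with tags drawn at random, so the scaling counts too few peaks in libraries that are much deeper than the shallowest. The scaling keeps the peaks called in the deeper library and does not call peaks anew, and it compares enrichment relative to each library's own background.

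Overlap required at least 1 bp. Peak sets were set beside 1000 random placements of the same peaks on the same chromosome arm, between the first and last position covered by any peak of that arm, with fixed seeds. Only the major arms (2L, 2R, 3L, 3R, 4 and X) were used for placements. The early acetylation marks are H4K8ac, H3K18ac and H3K27ac and the late marks H3K9ac, H3K4me1, H3K4me3, H3K36me3 and H3K27me3, as the paper groups them, and H4K5ac was kept apart. No test was run across stages, since there are no replicates. Shares have exact (Clopper-Pearson) 95% binomial intervals, which cover counting error only, since tags from one library are not independent embryos.

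The grouping of the marks, the rule for the places named in the text and the alternatives were set before the data were examined, except for the alternatives named as later ones in the closing section. The places are the cycle 8 peak of each early acetylation mark with the highest fold enrichment on a major arm among those with a peak of the same mark at every later stage, the cycle 14c peak of each late mark with the highest fold enrichment on a major arm, the longest H3K27me3 and H3K36me3 peaks at cycle 14c, and the H4K5ac peaks of cycles 8 and 12, as they are fewer than 10. The alternatives were a MACS score of at least 100, a minimum fold enrichment of 5, a false discovery rate of at most 5%, major arms only, peaks within 200 bp joined, equal depth, and other definitions of overlap. Gene annotation was not used, because the gene table at hand holds coordinates of another release, and coordinates were not converted. For this reason promoters, enhancers, gene classes, ZLD sites and DNA motifs were not analysed here, and no gene is named. The computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.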

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

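In this part, the tests of depth, of scaffolds and of H3K9ac and H3K4me3 were chosen after the values were seen, and the tests of peak strength and of shared regions before.

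The paper does not discuss peaks outside the major arms. Of the 50015 peaks in the 34 tables, 1629 lie there, 1147 of them on Uextra and 123 on U. For the early acetylation marks together their share fell from 14.5% at cycle 8 to 0.984% at cycle 14c. For the late marks it was 26.3% at cycle 8 (3 marks), 39.8% at cycle 12 (5 marks) and 1.85% at cycle 14c. A technical explanation is that repeat copies come up with any antibody. Of the 293 merged regions of cycles 8 and 12 outside the major arms, 16.4% had peaks of 5 or more of the 9 marks, against 1.73% of the 2313 regions on the major arms, so repeats of this kind may make up part of these peaks. That explanation remains, and a true mark on heterochromatin cannot be told apart from it here.

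The number of H3K4me1 peaks fell from cycle 8 to cycle 12 (338 to 109, a ratio of 0.322), while as called it rose for the other 6 marks with peak tables at both stages. The difference was not tested, since each library stands alone. The contrast also held with peaks within 200 bp joined (336 to 108 for H3K4me1), and with a MACS score of at least 100 H3K4me1 fell from 36 to 17 while 5 of the other marks rose and H4K5ac had 0 peaks at both stages. It did not hold under the other alternatives, where further marks fell. With a fold enrichment of at least 5, H4K8ac fell from 523 to 101 and H3K4me1 from 336 to 68. H3K18ac and H3K9ac then fell slightly, and H3K27ac and H3K4me3 rose. With a false discovery rate of at most 5%, H4K8ac (784), H3K9ac (44) and H3K4me1 (322) all fell to 0. H3K18ac, H3K27ac and H3K4me3 rose under that limit. At equal depth the ratio was 0.0385 for H3K4me1, and it was also below 1 for H4K8ac (0.778), H3K4me3 (0.504), H3K27ac (0.370), H3K18ac (0.255) and H3K9ac (0.192). On the major arms it was 0.235 for H3K4me1 and 0.589 for H3K4me3. Scaffolds thus do not account for the fall of H3K4me1. Depth points the other way, since the cycle 12 library was deeper (1276701 against 478791 tags) and had fewer peaks, and for the same reason the scaling could only lower the cycle 12 number, so the equal-depth ratio adds nothing to this. At equal depth and on the major arms H3K4me1 is the lowest of the marks that fell and not the only one. The 260 cycle 14c H3K4me1 peaks on the major arms that overlap a cycle 8 peak were among the strong ones of that stage, with a median percentile of 81.3 by MACS score, and 11 of the 306 cycle 8 peaks overlapped a cycle 12 peak. A candidate explanation is therefore that some fragments of cycle 14 chromatin entered the cycle 8 library, from older embryos or from another library of the run, although a true early mark at places that become strong later would give the same percentile. The 65 cycle 14c peaks that overlap a cycle 12 peak had a median percentile of 93.6, so early peaks at strong later ones are not particular to cycle 8. Older embryos would be expected in the H3K9ac library of cycle 8 too, which is of similar depth, since by the paper there was a single pool of embryos for each stage. There 22.2% of the 36 peaks on the major arms overlapped a cycle 14c H3K9ac peak (interval 10.1% to 39.2%, random placements 0% to 30.6%). For H3K4me3 it was 14.3% of 56 peaks (interval 6.38% to 26.2%, random placements 0% to 17.9%), and for H3K4me1 86.3% of 306 (interval 81.9% to 89.9%). The H3K9ac and H3K4me3 shares lay within their random placements but above the medians of these, 11.1% and 5.36%. They rest on few peaks, and the share that older embryos would give was not computed. They therefore do not decide whether older embryos were in the pool. The fall cannot be told apart from cycle 14 fragments in the cycle 8 library.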

How the results depend on the processing

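The alternatives are those set in advance, except that scaling only the stages compared, drawing tags at random and leaving out H3K27ac were chosen after the values were seen. No paired analysis was possible because there is 1 library per mark and stage and no test was run.

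The ratio of cycle 14a to cycle 12 peaks of the 5 late marks was 13.8 and stayed above 10 under each alternative, of which those set in advance gave 13.2 to 41.3 and the later ones 11.3 with only the stages compared scaled and 13.1 with tags drawn at random. It was 41.3 with a MACS score of at least 100 and 22.5 on the major arms. At equal depth the ratio by mark ran from 3.24 for H3K27me3 and 6.71 for H3K36me3 to 213. The 213 was for H3K4me1, with only 13 peaks left at cycle 12 at equal depth. H3K36me3 held 346 of the 551 cycle 12 peaks there, and none of the 5 marks was left out in turn. The pooled ratio therefore depends on the mix of marks. The same ratio for the 3 early acetylation marks was 2.27 and stayed above 1, with 1.52 at equal depth, 1.6 with tags drawn at random and 1.91 with only the stages compared scaled, and it was 5.20 with a false discovery rate of at most 5%, which removes all 1563 H4K8ac peaks of cycle 12. The ratio of cycle 12 to cycle 8 peaks of the early acetylation marks was 1.6 and reversed with a fold enrichment of at least 5 (0.743), a false discovery rate of at most 5% (0.608) and equal depth (0.531). It also reversed under alternatives added after the data were seen, at 0.594 with tags drawn at random at the lower depth and 0.570 at equal depth without H3K27ac. It stayed above 1 with a MACS score of at least 100 (1.70), on the major arms (1.76) and with peaks within 200 bp joined (1.58). The reversal with the false discovery rate comes from H4K8ac, which has 784 peaks left at cycle 8 and 0 at cycle 12, while H3K18ac rises from 533 to 626 and H3K27ac from 310 to 364. With a fold enrichment of at least 5, H4K8ac falls from 523 to 101 and H3K18ac from 533 to 516, while H3K27ac rises from 320 to 405, so that reversal comes mostly from H4K8ac too. The depth also limits the result, since the cycle 8 libraries of H3K18ac and H3K27ac held 239445 and 258609 tags, and with the reversal at equal depth these tables do not show whether the number of places enriched in early acetylation rose between cycles 8 and 12.

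The share of cycle 8 peaks of the early acetylation marks with a peak of the same mark was 58.6%, 41.1% and 33.9% at cycles 12, 14a and 14c. It was 53.5%, 33.6% and 27.3% when 50% of the length had to be covered, and 29.9%, 18.5% and 13.1% with summits within 500 bp. With a MACS score of at least 100 in both libraries it was 34.2% at cycle 14a and 27.5% at cycle 14c. The order of the stages was the same in each case. The share of cycle 14a late peaks on early acetylation was 29.1%. It was 24.7% with 50% of the length, 32.8% within 1 kb, 20.9% with the stricter p and 10.7% with cycle 8 acetylation only, and its ratio to the background fell from 3.49 to 1.22 with draws from all regions with a peak. Those regions are no shorter than the peaks they hold and include the early acetylation peaks, so 1.22 may be too low. The share of early acetylation regions with a late mark was 69.6% at cycle 14a and 76.1% at cycle 14c, with 58.2% and 68.9% at 50% of the length and 73.3% and 78.0% with the stricter p. The share of cycle 8 and cycle 12 late peaks with a cycle 14c peak of their mark was 60.9% and 63.8%, with 37.2% and 41.8% for summits within 500 bp and 70.4% and 79.96% on the major arms. At cycle 8 this share was 78.7% for H3K4me1 (266 of 338), 11.0% for H3K9ac (8 of 73) and 42.6% for H3K4me3 (55 of 129). The pooled cycle 8 share thus rests mostly on H3K4me1. On the major arms the H3K9ac and H3K4me3 shares, 22.2% and 14.3%, lay within their random placements. The cause of the shifts between alternatives was not tested.

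For single marks and stages, 68 of the peak numbers under an alternative differed more than 1.5-fold from the number as called and 136 did not, and 66 of the shares left the interval of the main share and 17 did not. For the median fold enrichment, 27 values left the quartiles of all peaks, of which 26 were for the 100 strongest peaks. A false discovery rate of at most 5% left no peak of H4K5ac at cycles 8, 12 and 14a, or of H4K8ac, H3K9ac and H3K4me1 at cycle 12. The alternatives on DNA motifs were not run, as no Release 5 sequence was used here.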

Differences from the paper's values

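The numbers of peaks read by eye from Fig. 2B are within 1.5-fold of the numbers in the tables at every mark and stage compared. The figure was read with the numbers of the tables known, so the reading is not an independent check. The paper describes H3K4me1 as effectively absent at cycle 8 and H3K27ac as enriched at that stage. The tables hold 338 H3K4me1 peaks and 322 H3K27ac peaks at cycle 8. These libraries differ in depth (478791 against 258609 tags after removal of duplicates), and no comparison between marks was made at equal depth. H3K4me1 also has the higher number with a fold enrichment of at least 5 (336 and 320), a false discovery rate of at most 5% (322 and 310) and on the major arms (306 and 222), and the lower one with a MACS score of at least 100 (36 and 121). The paper describes H3K36me3 as effectively absent at cycle 12, where MACS called 346 peaks. Of these, 113 lay outside the major arms and 68 had a MACS score of at least 100. They held 1.57% of that library's tags, against 37.1% at cycle 14a. For all marks the paper also used normalized read totals and average signals, which these peaks do not measure.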

Other observations

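In this part, the tests of depth, of scaffolds and of other marks were chosen after the values were seen, and the tests of peak strength before.

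The rise in the number of early acetylation peaks from cycle 8 to cycle 12 (1.6 times) could come from depth, since it was absent at equal depth. The ratio there was 0.531. On simulated data with the same regions the scaled ratio was 0.983 at a depth ratio of 0.25 and 0.718 at 0.05. The simulation had a denser background than the H3K18ac and H3K27ac libraries, and it tested fixed regions without calling peaks. It therefore does not show what depth alone would give in these libraries. The fall below the simulated values was not explained. From cycle 12 to cycle 14a the ratio at equal depth was 1.52, against 2.27 as called, so depth may account for part of that rise. The value lies just above 1.5, the limit chosen for this test after a first value had been seen, so it does not settle whether depth accounts for the rest. By mark, this ratio at equal depth was 4.26 for H3K27ac, 1.67 for H3K18ac and 0.965 for H4K8ac. Depth itself is not free of biology. The *D. melanogaster* tags share each library with *D. pseudoobscura* tags, so a mark that is rare in the early embryo gives fewer *D. melanogaster* tags, and a change in the level of a mark throughout the genome is not seen in peaks scored against their own background. A growth in the global level of these marks can therefore not be told apart from depth with these tables.

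The rise of the late marks from cycle 12 to cycle 14a remained at equal depth and without the scaffolds, with a ratio of 13.4 at equal depth and 22.5 on the major arms. For each late mark, the 3 stages from cycle 12 to cycle 14c carry the same library set name. Other technical explanations, such as the recovery of an antibody in a single precipitation, were not tested, since there are no replicates.

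The cycle 12 peaks of H3K9ac and H3K4me1 lay on early acetylation peaks in 87.1% of 295 cases (interval 82.8% to 90.7%), against 30.2% of all cycle 14a peaks of these marks. Early acetylation here includes peaks of cycle 12 itself, so this share does not show which came first. At cycle 8 the shares on the major arms were lower, with 30.7% of the 306 H3K4me1 peaks and 47.2% of the 36 H3K9ac peaks. On the major arms, the share was 85.6% of 243 peaks, against 12.5% of the 296 cycle 12 peaks of H3K4me3, H3K36me3 and H3K27me3, which goes against regions that come up with any antibody as the source there. On all chromosomes 41.2% of the 600 cycle 12 peaks of these 3 marks lay on early acetylation, so such regions could contribute on the scaffolds. The small number of cycle 12 peaks could matter more. When as many of the strongest cycle 14a peaks were taken, 78.0% lay on early acetylation, which is far above the 30.2% of all cycle 14a peaks but below the interval of the cycle 12 share. For H3K9ac it was 70.4%, against 82.3% at cycle 12 (interval 76.0% to 87.5%), and for H3K4me1 90.8%, against 95.4% (interval 89.6% to 98.5%). A tendency of the strongest peaks to lie on early acetylation, whatever the stage, may thus account for much of the pattern, and the pattern cannot be told apart from it with certainty.

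The share of cycle 8 acetylation peaks with a peak of the same mark fell with stage, although more peaks were called at each stage. If weak cycle 8 peaks were noise, strong ones would keep their peak more often. Of the 804 cycle 8 peaks with a MACS score of at least 100, 69.4% overlapped a peak of the same mark at cycle 12 (interval 66.1% to 72.6%). At cycle 14c 38.9% of them did. For all cycle 8 peaks the shares were 58.6% and 33.9%. Noise among weak peaks may thus account for part of the loss, but the share of the strong peaks fell with stage too. A hypothesis is that places acetylated at cycle 8 may lose their local enrichment by cycle 14c. A rise of the background around them in the later libraries was not tested and remains.

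The cycle 14c peaks of H3K27me3 on the major arms overlapped H3K4me1 peaks of that stage in 56.8% of cases (random placements 19.3% to 27.3%) and H3K9ac peaks in 27.2% (12.8% to 19.7%). They overlapped H3K36me3 peaks in 2.43% (14.4% to 22.5%), H3K27ac peaks in 2.64% (8.03% to 14.4%) and H3K4me3 peaks in 4.01% (8.87% to 15.3%). The H3K27ac library of cycle 8 has another library set name than those of its later stages, and 26.1% of its tags were duplicates, against 73.5% at cycle 12. Without H3K27ac, the ratio of cycle 12 to cycle 8 peaks of the other 2 early acetylation marks was 1.64.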
